# Transcriptome Analysis of Developing Grains from Wheat Cultivars TAM 111 and TAM 112 Reveal Cultivar-Specific Regulatory Networks

**DOI:** 10.3390/ijms232012660

**Published:** 2022-10-21

**Authors:** Ze-Tian Fang, Rajan Kapoor, Aniruddha Datta, Shuyu Liu, Matthew A. Stull, Paige G. Seitz, Charles D. Johnson, Sakiko Okumoto

**Keywords:** nitrogen, wheat, grains, gene network, transcriptome

## Abstract

Wheat flour’s end-use quality is tightly linked to the quantity and composition of storage proteins in the endosperm. TAM 111 and TAM 112 are two popular cultivars grown in the Southern US Great Plains with significantly different protein content. To investigate regulatory differences, transcriptome data were analyzed from developing grains at early- and mid-filling stages. At the mid-filling stage, TAM 111 preferentially upregulated starch metabolism-related pathways compared to TAM 112, whereas amino acid metabolism and transporter-related pathways were over-represented in TAM 112. Elemental analyses also indicated a higher N percentage in TAM 112 at the mid-filling stage. To explore the regulatory variation, weighted correlation gene network was constructed from publicly available RNAseq datasets to identify the modules differentially regulated in TAM 111 and TAM 112. Further, the potential transcription factors (TFs) regulating those modules were identified using graphical least absolute shrinkage and selection operator (GLASSO). Homologs of the OsNF-Y family members with known starch metabolism-related functions showed higher connectivities in TAM 111. Multiple TFs with high connectivity in TAM 112 had predicted functions associated with ABA response in grain. These results will provide novel targets for breeders to explore and further our understanding in mechanisms regulating grain development.

## 1. Introduction

Wheat (*Triticum aestivum* L.) is an internationally important staple crop whose milled flour is used in many food products ranging from bread to specialty cakes. Due to having different end-use purposes, wheat varieties have been developed according to specific industry standards to achieve desirable qualities. For bread wheat, traits such as high protein content (i.e., percent protein in flour), and protein quality (i.e., gluten quality and ratios of subunits) are thus of high breeding priority aside from grain yield.

The US is projected to have 19.2 million hectares of wheat planted in 2022, of which 71% (i.e., 13.6 million hectares) are projected to be winter wheat [1]. The Southern Great Plain is one of the major winter wheat producing areas, estimated to account for 50% of the total acreage. Hence, retaining and improving high-quality winter wheat varieties adapted to this area is vital to the US wheat and food industry. Hard red winter wheat is used for bread making, for which traits such as percent protein are vital to the success of any released variety. Recent reports on grain crops have shown that grain nitrogen and starch content can be impacted by altering the activities of genes involved in processes such as storage compound biosynthesis or transport of metabolites such as sugar and amino acids [2,3,4], or transcription factors controlling biosynthesis and transport [5,6]. Impactful grain quality genes or candidates are often identified via genetic mapping approaches such as QTL mapping and Genome-Wide Association Study (GWAS). Recent advances in high-throughput sequencing made it possible to identify polymorphisms among cultivars at unprecedented density, contributing to an acceleration of marker-based selection strategies (e.g., genome selection, marker-assisted selection) in breeding programs. However, these techniques that rely on linkage associations lack the ability to identify important regulators that might either lack variation within a limited population (e.g., bi-parental population) or have weaker statistical sensibility due to having a complex population structure, such as being a minor allele or population-specific allele in GWAS. Gene network analysis recently became a method of choice for identifying such candidate regulator genes, mainly due to the ever-increasing availability of high-throughput transcriptome data [7,8,9]. Correlation network among gene expression as well as the studies of causative genes involved in complex phenotypes reveal that genes that have higher interconnectivity within and among the network (often called “hub” genes) are likely to have a large regulatory effect, and therefore a large impact on the phenotypes [10,11,12,13,14]. Thus, utilization of this powerful new tool would aid the effort in identifying central genes crucial to the overall network that can also be potential targets for selection.

In this study, two popular winter wheat varieties (i.e., cv. TAM 111 and cv. TAM 112) were selected due to their superior grain quality, yield, and local popularity. TAM 111 and TAM 112 are genetically related (<40% by pedigree) [15]. Both cultivars are known for their excellent drought resistance ability, and that ability has since been dissected by Reddy et al. and Chu et al. in their transcriptome studies. TAM 112 grains also have a higher percent protein content than TAM 111 at maturity [15,16]. This variation in grain protein content is partly explained by QTLs identified by Dhakal et al. [17]; however, the potential causative mechanism that resulted in the difference in the grain protein content is still unclear. To fill this knowledge gap from a molecular level, we analyzed the transcriptome from grains collected from TAM 111 and TAM 112 at 5 days after flowering (DAF), and 14 DAF representing early and mid-grain developmental stages, respectively. We have identified differentially expressed genes (DEGs) and their related biological pathways via gene-ontology analysis (GO). The GO enrichment suggests that TAM 111 has a developmental emphasis on starch metabolic pathways, whereas TAM 112 seems to be more active in amino acid metabolism and transporter activities in the mid-grain developmental stage. This GO term-based hypothesis was verified via elemental analysis. Lastly, by utilizing graphical least absolute shrinkage and selection operator (GLASSO) in addition to the gene network analysis, we generated a list of potential key regulators that might explain the transcriptomic differences between TAM 111 and TAM 112 during early to middle grain development, which in turn is likely contributing to the final phenotypic variation in grain characteristics.

## 2. Results and Discussion

### 2.1. RNAseq Data Structure

To identify the DEGs between cultivars TAM 111 and TAM 112, RNAseq experiments were performed. Kernels at 5 and 14 days DAF were harvested, representing early and mid-grain filling stages, respectively. 

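Polyadenylated RNA was sequenced from 12 samples of developing grains, 3 of each cultivar at 5 DAF and 3 at 14 DAF. Each sample was RNA of several similar-sized grains from the same inflorescence of a field-grown plant, and each library was counted as 1 biological replicate. After trimming with Cutadapt and Trimmomatic, the authors mapped the reads with HISAT2 to the IWGSC RefSeq genome of Chinese Spring and counted them on annotated genes with featureCounts. The values used here are the counts the authors deposited, which were not normalized, on 120744 features. Of these, 107891 are genes with TraesCS identifiers and 12853 are non-coding RNA features, and 32172 features had no count in any library. The paper's text does not state how reads were assigned by strand or how reads with several matches were counted, so the counts of near-identical homeologs and of overlapping genes are uncertain. The total count per library lay between 31916077 and 37264343 (median 35918861) in TAM 111 at 5 DAF, between 34880954 and 40464882 (median 35209343) in TAM 112 at 5 DAF, between 32714630 and 36014099 (median 33632653) in TAM 111 at 14 DAF and between 32147585 and 36351370 (median 35727948) in TAM 112 at 14 DAF. The 20 most abundant genes took 7.13% to 11.9% of the counts in TAM 111 at 14 DAF and 3.07% to 4.42% in the other groups. Library sizes were scaled with edgeR's TMM factors, which ranged from 0.767 in a TAM 111 library of 14 DAF to 1.19 in a TAM 112 library of 14 DAF. A single count was worth 0.0231 to 0.0362 CPM (the unit of edgeR's scaled counts) after this scaling, and 3 counts were taken as the floor below which a gene is not told from absent. In a chi-square comparison, all 12 pairs of replicates differed by more than sampling noise (chi-square per degree of freedom 14.5 to 52.5), so no replicate was the same library deposited again. The 65080 genes kept by edgeR's filter on low counts were tested in 1 fit over the 12 libraries, with a coefficient for each combination of cultivar and DAF and a shared estimate of the spread. As in the paper, a DEG had an absolute log2 fold change over 1 and an adjusted p-value under 0.01, with the unshrunken fold change and the Benjamini-Hochberg adjustment in place of ashr and IHW. Fold changes between cultivars are given as TAM 112 over TAM 111 and those between stages as 14 DAF over 5 DAF. Gene positions are those of the deposited table, on the IWGSC RefSeq assembly the authors mapped to. That table does not pair gene identifiers with names, so names are given only where the paper gives them.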

The raw reads were mapped to the IWGSC v1.1 wheat genome (Chinese spring, Ensembl, release 49). 

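The deposited counts summed to the number of mapped reads that the paper's Table S1 gives in 11 of the 12 libraries. In replicate 1 of TAM 112 at 14 DAF the counts summed to 35727948, and the paper's reported value is 35728948. Set against the filtered reads of that table, the counted share was 82.9% to 83.0% in TAM 111 and 81.6% to 83.2% in TAM 112 at 5 DAF. At 14 DAF it was 77.8% to 78.5% in TAM 111 and 76.9% to 80.3% in TAM 112. Every library of 5 DAF therefore lay above every library of 14 DAF in this share, while the total counts of the 2 stages overlapped. Between 69236 and 75233 features had at least 1 count in a library. Non-coding features took 0.0851% to 0.151% of the counts.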

Approximately, 32 to 40 million reads per sample were mapped to the genome, ranging between 76.9 and 83.2% of total reads mapped, respectively (Table S1).

A total of 66,502 genes had a significant expression, defined as TPM > 0.5 in at least one sample. 

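TPM values were computed from the counts and the gene lengths in the deposited table. Of the 120744 features, 66502 exceeded a TPM of 0.5 in at least 1 of the 12 libraries. With any 1 library left out, the number lay between 65879 and 66398. The criterion moved it more than any library did, and with a TPM of 0.1 as the threshold 80444 features passed. When all 3 libraries of a cultivar and stage had to pass, 57722 did.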

In total, 60,416 and 63,952 genes were significantly expressed in 5 and 14 DAF, respectively, among which 58,825 genes were found to be significantly expressed in both datasets. 

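Counted over the 6 libraries of each stage, 59960 genes exceeded the TPM threshold in at least 1 library of 5 DAF and 62528 in at least 1 library of 14 DAF. Of these, 55986 passed at both stages, 3974 passed at 5 DAF alone and 6542 at 14 DAF alone. When the mean TPM of a cultivar and stage had to exceed the threshold, 55621 genes passed at 5 DAF and 58785 at 14 DAF.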

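For the principal component analysis, the counts were transformed with DESeq2's variance-stabilizing transformation and the 500 genes with the highest variance over the 12 libraries were used. In the plane of the first components (PC1 and PC2), the nearest library of each of the 12 libraries was a replicate of the same cultivar and stage. The groups were not equally tight. The largest distance between replicates, 36.6, slightly exceeded the smallest distance between libraries of different groups, 35.1. Over all tested genes, the biological coefficient of variation estimated within each group was 0.338 in TAM 111 and 0.357 in TAM 112 at 5 DAF, and 0.206 and 0.284 at 14 DAF.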

Principle component analysis of variance-normalized read counts of the top 500 most variable genes showed that biological replicates cluster together (Figure 1). 

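The first component carried 83.6% of the variance of these 500 genes, the second 10.4% and the third 3.10%. Along PC1, the mean score was -72.7 ± 4.91 (SD, n = 3) in TAM 111 and -57.3 ± 19.2 (SD, n = 3) in TAM 112 at 5 DAF, against 94.25 ± 3.07 (SD, n = 3) and 35.7 ± 12 (SD, n = 3) at 14 DAF. The mean scores of the stages differed by 130 along PC1, with no overlap between the 6 libraries of each (exact permutation test, two-sided, p = 0.00217, the smallest that 6 against 6 libraries allow). Along PC2, the mean score was -24.4 ± 1.09 and -22.4 ± 1.91 in TAM 111 at 5 and 14 DAF, and 14.2 ± 2.15 and 32.6 ± 4.53 in TAM 112 (SD, n = 3 each). The cultivars differed by 46.7 along PC2 and did not overlap either (exact permutation test, two-sided, p = 0.00217). PC1 did not separate the cultivars over both stages (exact permutation test, two-sided, p = 0.589). At 14 DAF alone, however, the mean of TAM 112 minus that of TAM 111 along PC1 was -58.5, and at 5 DAF it was 15.5.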

The two developmental stages (5 DAF and 14 DAF) separated along the principal component PC1 which accounted for 84% of the variance, whereas PC2 separated the two cultivars, accounting for 10% of the variance. Taken together the result indicated that the effect of the developmental stage (i.e., difference between 5 and 14 DAF) is greater than the genotypic difference (i.e., TAM 111 vs. TAM 112).

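The share of PC1 depended on how many genes entered. With all 65080 tested genes in place of the most variable 500, PC1 carried 56.0% and PC2 24.1%, and with the 5000 most variable genes 67.1% and 20.3%. PC1 carried more than PC2 in each of these settings, and also with rlog values (80.6% and 13.2%) and with any 1 library left out, where PC1 stayed between 81.5% and 86.8%. Measured gene by gene rather than along components, the median absolute log2 fold change over the tested genes between the stages was 0.73 in TAM 111 and 0.68 in TAM 112. Between the cultivars it was 0.41 at 5 DAF and 0.62 at 14 DAF. From the separation of the stages along PC1 and of the cultivars along PC2, and from the share of variance on each, the paper concludes that developmental stage had a larger effect on the transcriptome than genotype.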

### 2.2. DEGs between TAM 111 and TAM 112 at Each Time Points Show Different Pathways Over-Represented

To compare the transcriptome of two cultivars at each of the time points sampled, DEGs were identified. 

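Of the 65080 genes tested, 2203 passed both criteria between the cultivars at 5 DAF and 9417 at 14 DAF (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 5 DAF, 1258 of them were higher in TAM 111 and 945 in TAM 112, and at 14 DAF 4847 and 4570. Without the adjustment, 17452 and 30111 genes had a p-value under 0.05. With edgeR's glmTreat, a test against a log2 fold change of 1 instead of 0, 1276 genes were called at 5 DAF and 2279 at 14 DAF. Requiring 10 counts in every library gave 1125 at 5 DAF, and an adjusted p under 0.05 gave 3866 there. At 14 DAF the count also depended on single libraries. It was 5242 without TAM 111 replicate 2, 5742 without TAM 111 replicate 3, 5346 without TAM 112 replicate 1 and 5104 without TAM 112 replicate 2 of that stage. At 5 DAF it stayed between 1590 and 2355 with any 1 library left out, although the genes higher in TAM 112 fell to 628 without replicate 2 of TAM 111. The direction of the calls at 14 DAF changed when no scaling factors were used. With library sizes alone in place of TMM factors, 82.6% of the DEGs were higher in TAM 112 instead of 48.5%, and the median log2 fold change of all tested genes was 0.45 instead of -0.01. With other factors the number of DEGs at 14 DAF hardly moved, to 9420 with DESeq2's size factors and 9432 with upper-quartile factors. The genes with the largest differences were at or below the floor in 1 cultivar, so their folds are lower bounds. At 5 DAF, TraesCS5B02G023500 (5B, 21635289 to 21637591) had 66.7 ± 6.61 CPM (SD, n = 3) in TAM 112 and no count in TAM 111, at least 754-fold higher in TAM 112 (adjusted p = 2.03e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TraesCS7D02G488300 (7D, 598357714 to 598360832) had 55.7 ± 20.7 CPM and was at least 629-fold higher in TAM 112. In the other direction, TraesCS4B02G396600 (4B, 671124322 to 671125369) had 63.9 ± 28.8 CPM in TAM 111 and was at least 844-fold higher there, and TraesCS6A02G407700 (6A, 612327666 to 612332960) had 53.2 ± 9.21 CPM and was at least 704-fold higher. At 14 DAF, TraesCS5B02G023500 was at least 400-fold and TraesCS6D02G402500 (6D, 470902211 to 470908141, 26.6 ± 5.38 CPM) at least 250-fold higher in TAM 112. TraesCS1A02G008000 (1A, 4202212 to 4203588) had 8420 ± 2840 CPM in TAM 111 and at most 1 count in each TAM 112 library, at least 112000-fold higher in TAM 111, and TraesCS6B02G008200 (6B, 5282957 to 5283394, 1040 ± 152 CPM) was at least 13800-fold higher. These genes kept their calls with every library left out in turn and in each setting that tested them. TraesCS1A02G008000 lies in the first 10 Mb of 1A, where 45 of 141 tested genes were higher in TAM 111 at 14 DAF. TraesCS5B02G023500, TraesCS6D02G402500, TraesCS4B02G396600 and TraesCS6A02G407700 had no count in 1 cultivar at both stages. Counts on the Chinese Spring reference do not separate an unexpressed gene from one missing or diverged in that cultivar.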

A total of 2629 (1414 and 1215 genes upregulated in TAM 111 and TAM 112, respectively) and 9368 (4868 and 4500 genes upregulated in TAM 111 and TAM 112, respectively) DEGs for 5 and 14 DAF were identified, respectively (Table 1). Comparing the two time points revealed 1937 DEGs as being common at both time points, whereas 692 and 7431 genes were unique to either of the 5 or 14 DAF comparisons, respectively (Table 1). 

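Both comparisons called 1728 genes, of which 993 were higher in TAM 111 at both stages, 720 were higher in TAM 112 at both and 15 changed direction. At 5 DAF alone 475 genes were called and at 14 DAF alone 7689. The comparisons use different libraries but share 1 estimate of the spread. Most genes called at only 1 stage leaned the same way at the other, namely 81.9% of those of 5 DAF and 76.4% of those of 14 DAF, and across all tested genes, which are not independent replicates, the log2 fold changes of the stages had a correlation of 0.547. Whether a cultivar difference itself changed between the stages was tested with the interaction of cultivar and DAF, which edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found in 201 genes (15160 at an unadjusted p under 0.05). This number was unstable. With 1 library left out it ran from 28 (without TAM 112 replicate 2 of 14 DAF) to 963 (without replicate 3 of that group). It was 912 without TAM 112 replicate 3 of 5 DAF, 3200 with DESeq2's Wald test and 2986 with an adjusted p under 0.05. A gene on only 1 of the lists is therefore not shown to differ between the stages. Requiring 10 counts in every library left 804 shared genes, and an adjusted p under 0.05 gave 2768. The lists of single stages were less stable than the shared one. With TAM 111 replicate 2 of 5 DAF left out, 230 genes were called at 5 DAF alone, with its replicate 3 left out 316, and with TAM 112 replicate 1 of 5 DAF left out 235. At 14 DAF alone, 3794 and 4289 genes were called without TAM 111 replicates 2 and 3 of that stage, and 3926 and 3669 without TAM 112 replicates 1 and 2.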

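The DEGs between the cultivars were unevenly spread over the genome. Chromosome 1A held 485 of the genes higher in TAM 111 at 5 DAF, 38.6% of them. This was 17.6% of its 2756 tested genes against 1.24% of the genes elsewhere (odds ratio 17), and at 14 DAF 22.4% against 6.79% (odds ratio 3.95, adjusted p = 2.93e-140, Fisher's exact test with Benjamini-Hochberg adjustment over chromosomes, stages and directions). Among these genes of 1A, 87.6% were called the same way at 14 DAF, against 73.5% of the genes higher in TAM 111 off 1A. They lay mostly from 10 to 210 Mb, where 398 of 625 tested genes were higher in TAM 111 at 5 DAF and 457 at 14 DAF. The 10 Mb window with the highest share at 5 DAF, from 150 to 160 Mb, had 16 of 19 (84.2%, Wilson 95% interval 62.4% to 94.5%), and the one from 130 to 140 Mb had 28 of 28 at 14 DAF. Of the 509 genes of this run above 1 CPM in TAM 111, 55 (10.8%) were at the floor in every TAM 112 library, so most were detected in both cultivars. Before this run, in the first 10 Mb of 1A, 33 of 141 tested genes were higher in TAM 111 at 5 DAF and 45 at 14 DAF. At the end of 1D, from 480 to 500 Mb, 70 of 149 tested genes were higher in TAM 112 at 5 DAF and 87 at 14 DAF. The boundaries of both stretches were set after seeing the windows.

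**Figure D1:**
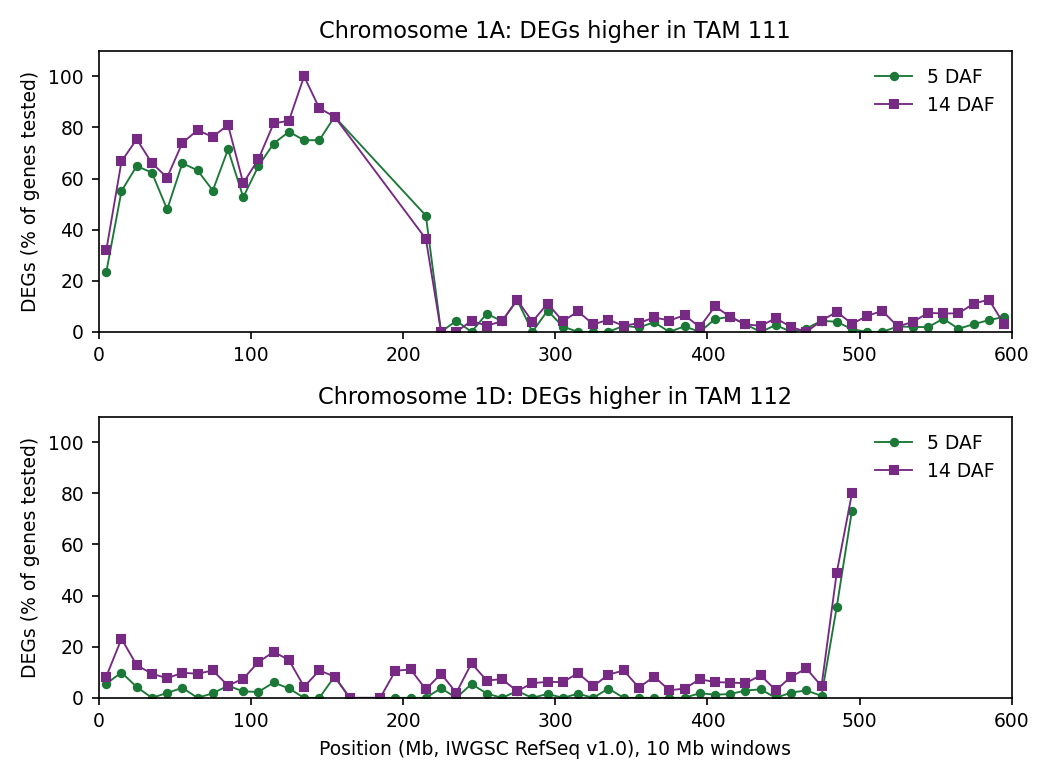
Share of tested genes that were DEGs in 10 Mb windows along chromosomes 1A (higher in TAM 111) and 1D (higher in TAM 112), at 5 DAF (circles) and 14 DAF (squares). Windows with fewer than 10 tested genes are not drawn and the line passes over them, and 63.7% of the genes from 10 to 210 Mb of 1A were called at 5 DAF against 2.71% of those from 210 to 600 Mb.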

To further explore the variation, DEGs between 5 and 14 DAF within each cultivar were identified using the same criteria described in material and methods. For TAM 111, a total of 14,745 genes (6370 and 8375 genes significantly higher at 5 and 14 DAF, respectively) were developmentally controlled, while in TAM 112 13,061 genes (5481 and 7580 genes significantly higher at 5 and 14 DAF, respectively) were developmentally controlled. 

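Between the stages, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 15609 of the 65080 genes in TAM 111, 6866 higher at 5 DAF and 8743 higher at 14 DAF. In TAM 112 it called 13694, 6033 higher at 5 DAF and 7661 higher at 14 DAF. These were 24.0% and 21.0% of the genes tested, and 34572 and 33302 genes had an unadjusted p under 0.05. The glmTreat test moved these counts most, to 6633 in TAM 111 and 4568 in TAM 112. Leaving out replicate 2 of TAM 112 at 14 DAF lowered the TAM 112 count to 8979, while the TAM 111 count stayed between 12401 and 16589 whichever library was left out. The split by direction in TAM 111 changed when no scaling factors were used, and with library sizes alone 41.8% of its DEGs were higher at 14 DAF instead of 56.0%. In TAM 111, TraesCS1D02G000200 (1D, 84681 to 85607) had 6100 ± 1630 CPM (SD, n = 3) at 14 DAF and no count at 5 DAF, at least 68800-fold higher at 14 DAF (adjusted p = 0.000254 from the same test). TraesCS1B02G011523 (1B, 5519694 to 5520761) had 5000 ± 1650 CPM at 14 DAF and was at least 56500-fold higher. TraesCS2B02G500900 (2B, 695992642 to 695992985) had 107 ± 16 CPM at 5 DAF and was at least 1000-fold lower at 14 DAF, and TraesCS5A02G482100 (5A, 654073758 to 654075373) had 72.3 ± 6.96 CPM and was at least 679-fold lower. In TAM 112, TraesCS4B02G017500 (4B, 13052500 to 13054709, 91.1 ± 21.4 CPM at 14 DAF) and TraesCS4D02G351300 (4D, 503175796 to 503177481, 90.5 ± 64.9 CPM) were each at least 1200-fold higher at 14 DAF. TraesCS2A02G405300 (2A, 661151264 to 661153827) fell from 15.3 ± 5.84 CPM at 5 DAF, at least 203-fold lower, and TraesCS7A02G086600 (7A, 50615177 to 50616523) from 13.6 ± 10.9 CPM, at least 181-fold lower.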

Comparing the cultivars transitioning from 5 DAF to 14 DAF, 8044 genes were developmentally regulated in both cultivars, while TAM 111 and TAM 112 each had 6701 and 5017 cultivar-specific DEGs (i.e., total DEGs minus shared DEGs), respectively (Table 1B). 

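The stage comparisons shared 8198 genes. Of these, 4644 were higher at 14 DAF in both cultivars, 3529 were higher at 5 DAF in both and 25 changed in opposite directions. Another 7411 genes were called in TAM 111 alone and 5496 in TAM 112 alone. Across all tested genes, the log2 fold changes of the cultivars had a correlation of 0.779, and 86.8% of the genes called in TAM 111 alone and 90.0% of those called in TAM 112 alone changed in the same direction in the other cultivar. Being called in 1 cultivar alone is not a test of a difference between the cultivars. The shared count was moved most by the glmTreat test, to 2866. The genes called in TAM 112 alone numbered 3460 without its replicate 1 of 5 DAF, 3432 without its replicate 1 of 14 DAF and 2737 without its replicate 2 of 14 DAF. The corresponding count in TAM 111 stayed between 5607 and 9398 with any 1 library left out.

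**Figure D2:**
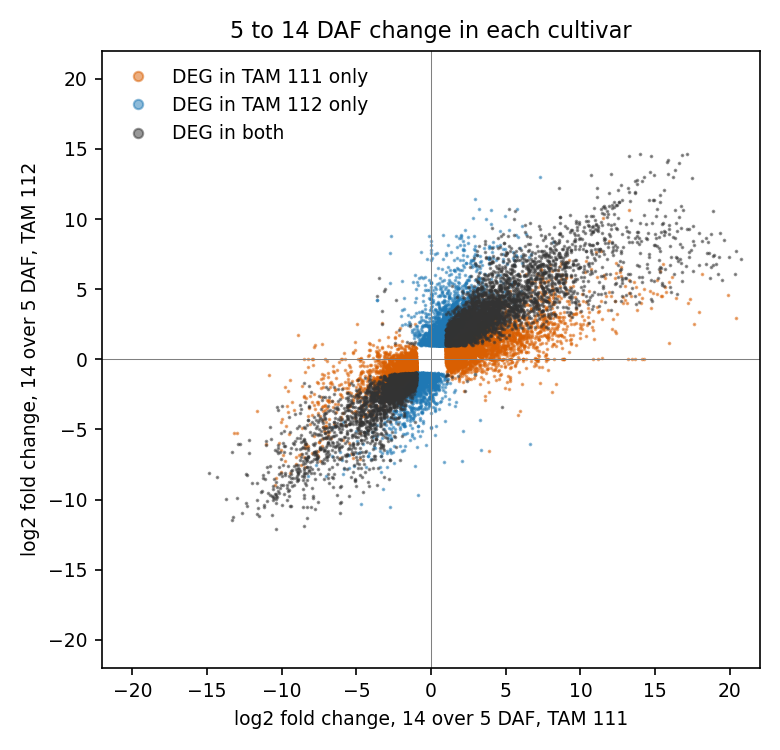
Log2 fold change from 5 to 14 DAF in TAM 111 (horizontal axis) and TAM 112 (vertical axis), 1 point per gene that was a DEG in at least 1 cultivar. Black points are the 8198 genes called in both cultivars, and most genes called in 1 cultivar alone lie in the same quadrants.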

The numbers agree with the PCA prediction that the developmental stage caused more significant gene expression changes than cultivar-specific changes at a given developmental stage.

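In units of the tested genes, 3.39% were DEGs between the cultivars at 5 DAF and 14.5% at 14 DAF. Among the called genes the order was different, and the median absolute log2 fold change of the DEGs was 3.12 between the cultivars at 5 DAF and 1.78 at 14 DAF, and 2.10 and 1.94 between the stages in TAM 111 and TAM 112. Over all tested genes, the 90th percentile of the absolute log2 fold change was 1.50 and 2.15 between the cultivars at 5 and 14 DAF, and 2.96 and 2.54 between the stages in TAM 111 and TAM 112. With only the 6 libraries of a comparison in the fit, 1308 and 11892 genes differed between the cultivars at 5 and 14 DAF, and 15140 and 10826 between the stages in TAM 111 and TAM 112, so that the cultivar comparison at 14 DAF had more DEGs than the stage comparison in TAM 112. The same order was found with library sizes alone, with 13717 and 13542 DEGs. In the fit over all 12 libraries with TMM factors, each stage comparison had more than each cultivar comparison.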

Next, to identify the biological pathways over-represented in DEGs between the cultivars and the developmental stages, GO enrichment analysis was conducted using Shiny-GO v0.76 [18]. Comparing the DEGs identified between cultivars at 5 DAF, processes related to DNA structure organization such as chromatin assembly (GO:0031497) and DNA packaging (GO:0006323) were enriched in genes expressed higher in TAM 111 over TAM 112 (Figure S1A), whereas processes related to transports (GO:0070588) and peptidase regulation (GO:0010466) were identified as enriched in the genes expressed higher in TAM 112 over TAM 111 (Figure S1B). At 14 DAF, pathways related to starch biosynthesis (GO:0019252 and GO:0005982) were enriched in the genes expressed higher in TAM 111 compared to TAM 112 (Figure 2A). Processes such as chromatin assembly and other DNA organization processes, over-represented in TAM 111 at 5 DAF-comparison were also enriched in TAM 111 at 14 DAF. In contrast, protein and amino acid metabolic processes (e.g., GO:1902222, GO:0009074, GO:0009063), as well as ion and cellular transport (e.g., GO:0055085 and GO:0006813), were enriched in the genes expressed higher in TAM 112 at 14 DAF (Figure 2B). GO enrichment analyses were also conducted within each cultivar transitioning from 5 to 14 DAF (Figure S2A–D). In TAM 111, when comparing 5 DAF to 14 DAF, genes showing higher expression on 5 DAF are enriched in pathways related to DNA organization (e.g., GO:0006323, GO:0031497, GO:0006334) whereas genes with a higher expression on 14 DAF are enriched in starch synthesis related pathways (e.g., GO:0019252, GO:0005977, GO:0005978). For TAM 112, DEGs that are up-regulated in 5 DAF are highly similar to that of TAM 111, pathways such as DNA organization were highly enriched; however, DEGs up-regulated at 14 DAF are enriched in pathways related to amide (GO:0042886) and peptide transport (GO:0015833), as well as amino acid catabolic processes (GO:0009063). Lastly, common DEGs shared by both cultivars when comparing 5 to 14 DAF were analyzed (Figure S3). Biological pathways expected to be enriched at the mid-filling stage, such as membrane transport (GO:0055085), carbohydrate metabolism (GO:0005975), and cell wall genesis (GO:0044036 and GO:0071554), were detected as well as processes such as plastid transition (GO:0032544) and photosynthesis (GO:0009765). Given that both cultivars showed greening and exhibited a larger seed size at 14 DAF compared to 5 DAF during sample collection, these enrichments supported the physical observation. The overall GO-analysis indicates that the major differences detected between the cultivars at 14 DAF (i.e., TAM 111 being enriched in starch metabolism and TAM 112 being enriched in transporter activities) are also some of the key transitional changes happening from 5 DAF to 14 DAF for the respective cultivars (i.e., starch metabolism and transporter activities are induced at 14 DAF in TAM 111 and TAM 112, respectively), and that transcriptome data pattern is in accordance with the physical observation in the case of shared genes between the two cultivars transitioning from 5 DAF to 14 DAF.

Following the trend identified in the GO analysis, we hypothesized that pathways involved in carbon (C)—and nitrogen (N)—containing storage molecules are different between the cultivars; starch synthesis was more active in TAM 111 compared to TAM 112 at 14 DAF whereas genes involved in N transport and metabolism were more active in TAM 112. To test this hypothesis, elemental analysis was conducted using 5 and 14 DAF grains from both cultivars. As expected, carbon content increased significantly from 5 DAF to 14 DAF for both cultivars. The two cultivars are not statistically different for percent carbon at both DAFs (Figure 3A); however, TAM 112 had a significantly higher percent N content at 14 DAF in comparison to TAM 111 (1.80% and 1.88%, respectively, Figure 3B). This higher percentage in grain nitrogen also caused TAM 112 to have a statistically lower C:N ratio versus TAM 111 (23.71:1 vs. 22.84:1, respectively, Figure 3C). These results point to the possible regulatory variation between TAM 111 and TAM 112 regarding nitrogen or amino acid accumulation at 14 DAF. The predicted higher activity of starch synthesis in TAM111 did not seem to raise the C content per dry seed weight. Partitioning of C between the major components (starch, cell walls and free sugars) changes developmentally and varies among the cultivars. For example, previous studies showed that starch:sugar ratio increases dramatically from early- to mid-grain filling, with starch content sharply increasing while the sugar content decreasing [19]. Similarly, the partitioning of C to starch at 14 DAF might be different between TAM 111 and 112.

Taken together, the comparison between the cultivars and time points shows that activities related to grain filling at 14 DAF are different between TAM 111 and TAM 112. In particular, the balance between starch and protein accumulation might be different in TAM 111 and TAM 112, with TAM 112 having a higher capacity for N accumulation. Corroborating with these results from the bioinformatic analysis, the C/N ratio of TAM 111 and TAM 112 grains at 14 DAF was also significantly different at 14 DAF, while 5 DAF was not.

### 2.3. Gene Network Analysis to Identify Modules Enriched in DEGs

The results above suggest differences in pathways activated during grain filling of TAM 111 and TAM 112. With the goal of identifying regulatory elements responsible for genotype-specific expression patterns, we first identified the DEGs belonging to the biological pathways enriched in the genotypes (e.g., starch synthesis in TAM 111). However, DEGs do not generate a comprehensive list of possible associated genes within a pathway and thus might limit or bias the analysis. Therefore, we reasoned that by overlaying the expression patterns found from our study onto the gene networks obtained using publicly available grain expression data from multiple cultivars, we will be able to capture additional genes that are generally coregulated with the DEGs found in our study. In other words, this process will put the DEGs in the context of larger regulatory networks activated during the grain development that are shared among different cultivars. Additionally, using additional datasets improves the accuracy of the network analysis [19,20].

To construct a reliable gene network in developing wheat grains, publicly available RNAseq data from non-stressed grain tissues (n = 118) was used for Weighted Gene Correlation Network Analysis (WGCNA) [20,21]. The network accounted for batch (i.e., samples from each study) variation but not for the developmental stage (i.e., DAF), and thus the resulting modules were representative of biological activities correlated not only to gene expression similarity but also to the developmental stages. A total of 102 modules were detected, to which 52,506 genes were assigned (Table S2). The resulting modules clustered according to the expression patterns among tissue types (i.e., whole grain, endosperm, and embryo) and developmental stages (e.g., milk grain stage, soft dough, dough, etc.) as expected (Figure 4A). To identify the modules that have significant variation between TAM 111 and TAM 112, the expression of genes belonging to each module identified in the WGCNA analysis above were used to calculate the eigengene that represents the overall trend of module expression in TAM 111 and TAM 112 (Figure 4B). By visualizing the relative expression shifts, major clusters of modules could be identified where either cultivar (TAM 111 or TAM 112) shows a significantly higher expression compared to the other. Focusing on 14 DAF, at which stage we observed N content difference between the cultivars (Figure 3), we identified five clusters of modules (three were termed TAM 111 A–C, and the other two termed TAM 112 A and B) (Figure S4).

To identify the biological significance of these groups of modules, genes belonging to the modules labeled TAM 111A-C and TAM 112A-B were extracted and then analyzed individually using Shiny-GO. TAM 111 region A showed significant enrichment in pathways related to DNA organization (e.g., GO:0006334, GO:0031497, GO:0034728, etc. Figure S5A), while region B showed significant enrichment in starch metabolism (GO:0005982) related pathways such as amylopectin (GO:0010021 and GO:2000896) and glycogen metabolism (GO:0005978 and GO:0005977) (Figure S5B). Interestingly, region C had enrichments in stress-related pathways such as heat-stress (GO:0009408) and response to hydrogen peroxide (GO:0042542) as well as regulation of peptidase-related pathways (GO:0052547 and GO:0010466, Figure S5C). TAM 112 region A was enriched in pathways related to phosphatidylinositol (GO:0046488) and glycerophospholipid (GO:0006650) metabolism, DNA repair (GO:0006281), and intracellular transport (GO:0046907), whereas region B was enriched in pathways related to protein transport and localization (GO:0015031, GO:0033365, GO:0034613, etc.), amide transport (GO:0042886), as well as intracellular transport (GO:0046907) (Figure S5D–E). These data agree with the pathways identified with the DEG analysis; groups such as TAM 111A, TAM 111B, and TAM 112 B are highly enriched in biological pathways that were identified to be more active in the respective cultivar (Figure 2). This indicates that the gene network constructed adequately described and clustered genes, and was capable of reflecting shifts in biological activities specific to TAM 111 and TAM 112.

### 2.4. Transcription Factors Identified by GLASSO to Be Central to Starch Synthesis

Transcription factors have been identified as central regulators for grain traits in other grain crops, such as rice and maize [22,23,24]. Thus, to identify candidate TFs that are responsible for the difference in networks between TAM 111 and TAM 112, GLASSO was implemented to identify TFs that show high connectivity specifically in one of the two cultivars. To do this, the genes belonging to each individual group that was differentially regulated among the two cultivars (i.e., TAM 111 A-C and TAM 112 A and B, Figure S4) were combined with the list of high-confidence TFs from the wheat genome [21,25] and was used for conducting the GLASSO analysis. The resulting networks specific to TAM 111 vs. TAM 112 were compared, and the genes were ranked according to the absolute difference in the number of edges between the two networks. The genes with higher connectivity in TAM 111 indicate that the top genes were highly consistent (e.g., TracesCS7B02G248300, TraesCS7D02G344400, and TraesCS5A02G245900) regardless of which subset we used (Table 2A–C). 

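The networks were not recomputed, and the values here are the expression of the listed factors in the same 12 libraries. The paper's Tables 2 and 3 hold 50 entries for 34 factors, 20 in Table 2 and 15 in Table 3, with 1 in both. At 14 DAF, 7 of the 34 were DEGs between the cultivars by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 higher in TAM 111 and 1 higher in TAM 112, and 28 had an unadjusted p under 0.05. Adjusted over the list alone, 7 had an adjusted p under the threshold too, but the study chose the list on these samples, so this is not independent evidence. With counts over the floor, 29 of 32 factors were lower in TAM 112, with a median log2 fold change of -2.82. With library sizes alone the median over all 34 was -2.32, at a median of 0.45 over all genes. At 5 DAF, 25 of the 34, some of them at the floor, leaned the other way and were higher in TAM 112, at a median of 0.91 over the 34. At that stage 1 factor was a DEG. The number at 14 DAF was 23 in the fit with only the 6 libraries of that stage, 2 with glmTreat and 1 when 10 counts were required in every library, which left 7 of the 34 to test. It was 13 without TAM 112 replicate 3 of 5 DAF, 4 without TAM 111 replicate 1 or 3 of 14 DAF, 3 without TAM 112 replicate 1 of 14 DAF, and 2 without replicate 2 of either cultivar at 14 DAF. TraesCS7B02G248300 (7B, 458611206 to 458612983) had 541 ± 86.8 CPM (SD, n = 3) in TAM 111 and 64.1 ± 40.4 in TAM 112 at 14 DAF, and 40.9 ± 36 and 79.9 ± 72.7 at 5 DAF. TraesCS7D02G344400 (7D, 441981013 to 441982621) had 277 ± 60.4 and 33.1 ± 27 CPM at 14 DAF, and 20.3 ± 17.7 and 41.9 ± 37.5 at 5 DAF. TraesCS5A02G245900, a NAC factor (5A, 459002657 to 459004002), had 74.1 ± 11.5 CPM in TAM 111 and 8.31 ± 7.22 in TAM 112 at 14 DAF, a log2 fold change of -3.16 (standard error 0.735, adjusted p = 0.00664, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ranged from 0.00344 to 0.0412 over the settings that kept all libraries. Among these it was no longer called with DESeq2 (0.0408), glmTreat (0.0412) or the replicate number as a block (0.0104). It was also not called in 8 of the 12 fits that left out 1 library, with the highest adjusted p, 0.0334, without TAM 112 replicate 2 of 14 DAF. In TAM 111 it was at the floor at 5 DAF and at least 836-fold higher at 14 DAF, and in TAM 112 it rose from 0.495 ± 0.552 CPM, a log2 fold change of 4.11 (adjusted p = 0.0024, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called in the fit with only the 6 libraries of TAM 112 (adjusted p = 0.0198), with glmTreat (0.0106, range over the settings 0.00106 to 0.0198) or without replicate 1 of TAM 112 at 5 DAF (3.97, adjusted p = 0.0139). No listed factor had a significant interaction of cultivar and DAF over all genes tested, with 21 at an unadjusted p under 0.05 and 8 adjusted over the list alone.

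**Figure D3:**
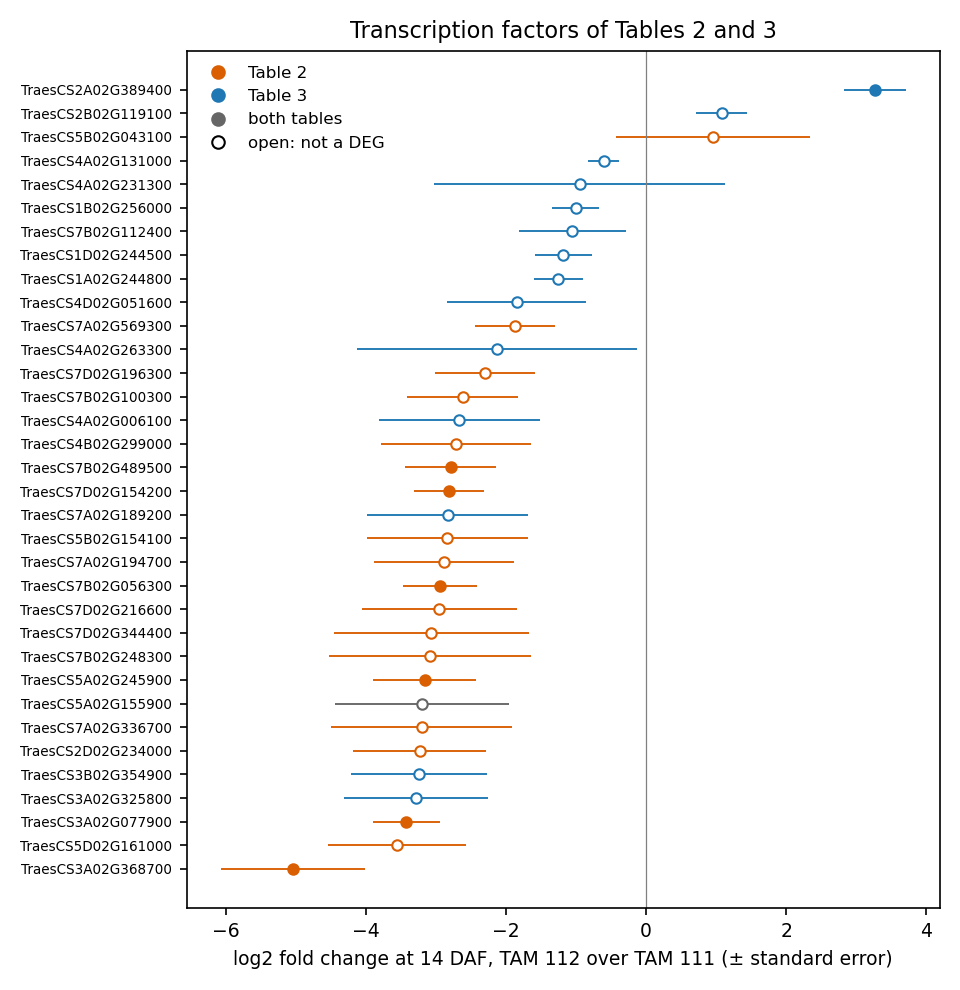
Log2 fold change between the cultivars at 14 DAF (TAM 112 over TAM 111, with its standard error) of the 34 factors of the paper's Tables 2 and 3, filled where the factor was a DEG. All but 3 lie below 0, of which 2 had no count over the floor in either cultivar (TraesCS4A02G231300 and TraesCS4A02G263300) and have no measurable fold.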

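The factor TraesCS4A02G131000, a NAC gene on 4A from 174155319 to 174157653, was the 1 factor of Tables 2 and 3 called between the cultivars at 5 DAF, where 8 had an unadjusted p under 0.05. It had 3.01 ± 0.346 CPM (SD, n = 3) in TAM 111 and 0.471 ± 0.146 in TAM 112, a log2 fold change of -2.67 (standard error 0.277, adjusted p = 5.63e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every TAM 111 library above every TAM 112 library. It stayed between -2.91 and -2.45 with any 1 library left out, but the number of factors called there was 2 with DESeq2's Wald test and without replicate 3 of TAM 112 at 5 DAF. At 14 DAF it had 36.7 ± 5.08 and 24.1 ± 6.57 CPM, and the difference of -0.61 was not called (adjusted p = 0.054, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene rose between the stages in both cultivars, by log2 fold changes of 3.61 (standard error 0.254) in TAM 111 and 5.67 (standard error 0.292) in TAM 112, and the difference of these changes, 2.06, had an adjusted p of 0.0137 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TraesCS4A02G231300, on 4A from 540600151 to 540604505, behaved differently. It had 27.8 ± 8.63 CPM in TAM 111 and 17.6 ± 13.4 in TAM 112 at 5 DAF, a log2 fold change of -0.66 (standard error 0.523) that was not called, and no library of 14 DAF had more than 3 counts.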

The genes with higher connectivity in TAM 112 network also had some commonly shared genes (e.g., TraesCS4A02G231300 and TraesCS4A02G131000) with high connectivity in both regions (Table 3A,B).

Notably, three homeologs of TFs belonging to Nuclear Factor-Y (NF-Y) family (TraesCS7A02G336700, TraesCS7B02G248300, and TraesCS7D02G344400) consistently ranked as highly connected in TAM 111 compared to TAM 112, and are the closest homolog to OsYC11 and OsYC12 (Figure S6). 

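The NF-YC homeologs had nearly the same profile. TraesCS7A02G336700 (7A, 492780503 to 492782168) had 33 ± 28.9 CPM (SD, n = 3) in TAM 111 and 62.2 ± 54.5 in TAM 112 at 5 DAF, and 518 ± 105 and 56.2 ± 41.9 at 14 DAF. Reads of such similar copies could be divided among them by the counting, so the levels of the single homeologs are uncertain. At 5 DAF replicate 3 was far below the others in both cultivars, with 10, 0 and 0 counts in TAM 111 for the 7A, 7B and 7D homeologs against at least 934 in replicates 1 and 2. In TAM 112 replicate 3 had 183, 160 and 81 counts against at least 1935. Between the stages in TAM 111, the log2 fold changes of the 7A, 7B and 7D homeologs were 3.97, 3.73 and 3.77 with standard errors of 1.34, 1.49 and 1.44. None of these was called (adjusted p = 0.029, 0.0581 and 0.0488, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although DESeq2 called the 7A homeolog (0.00848, range over the settings 0.00848 to 0.0843). In TAM 112 the changes were -0.15, -0.32 and -0.34, within their standard errors of 1.19, 1.34 and 1.29. Their sign rested on single libraries. Without replicate 2 of TAM 112 at 5 DAF they were 0.59, 0.48 and 0.41, and that of the 7A homeolog was also positive without replicate 1 (0.16) or 2 (0.11) of TAM 112 at 14 DAF.

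**Figure D4:**
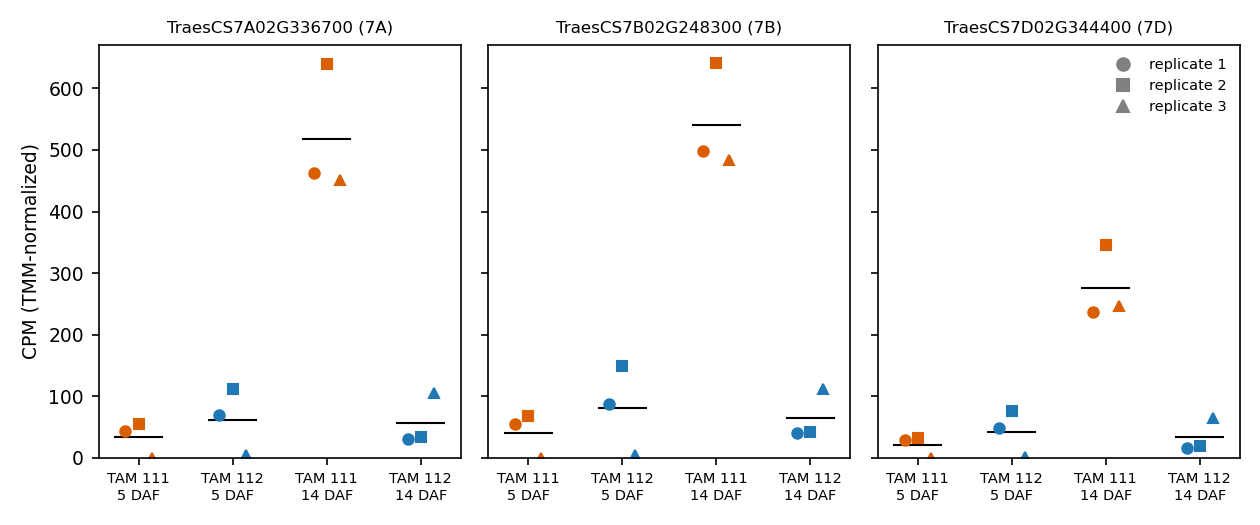
CPM of the NF-YC homeologs on 7A, 7B and 7D in each of the 12 libraries, with the replicate shown by the symbol and the mean of 3 libraries by the line. The TAM 111 libraries of 14 DAF lie above all others, and replicate 3 is the lowest library of 5 DAF in both cultivars.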

Previous studies have shown that OsNF-YC11 and 12 are associated with OsNF-YB1 and OsbHLH144 to regulate grain filling and endosperm development [26]. OsNF-YC complex was described to directly bind to the starch synthesis genes in rice in developing grains and that OsbHLH144 determines the complex stability of OsNF-YC [23]. A similar triad between NF-YB, NF-YC and bHLH genes might be involved in the upregulation of starch synthesis, and might be more active in TAM 111. In our RNA data set, one of the three NF-YC genes (TraesCS7A02G336700) was differentially expressed between TAM 111 and TAM 112. 

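At 14 DAF, TraesCS7A02G336700 was lower in TAM 112 by a log2 fold change of -3.20 (standard error 1.29, unadjusted p = 0.0286, adjusted p = 0.0711, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass the criterion. Its 3 TAM 111 libraries, at 451 to 639 CPM, all lay above its 3 TAM 112 libraries, at 29.9 to 105 CPM. Chance would separate the groups completely, in one direction or the other, for 10% of genes. The homeologs on 7B and 7D had log2 fold changes of -3.08 and -3.06 (standard errors 1.44 and 1.39, adjusted p = 0.115 and 0.104, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the homeologs did not differ from one another by more than their errors. In the fit with only the 6 libraries of 14 DAF, all 3 homeologs were called, with adjusted p-values of 0.0021, 0.00132 and 0.00324 on 7A, 7B and 7D (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all settings that kept every library the adjusted p ranged from 0.0021 to 0.264 on 7A, from 0.00132 to 0.384 on 7B and from 0.00324 to 0.358 on 7D. With any 1 library left out, the log2 fold change on 7A stayed between -4.02 and -2.90 and was not called. At 5 DAF the change was 0.91 on 7A (standard error 1.2, adjusted p = 0.659, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).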

Whether the variation in the activities of starch biosysnthesis genes observed in TAM 111 and TAM 112 was influenced by a pathway involving NF-YC, NF-YB, and bHLH system described in rice remains to be seen.

In TAM 112, there are also several TFs shared between the two regions, especially the homeodomain-leucine zipper (HD-Zip) TF family. 

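Among the listed factors of this family, TraesCS2A02G389400 (2A, 637984322 to 637985792) was the 1 factor of Tables 2 and 3 called higher in TAM 112 at 14 DAF in the fit over the 12 libraries. It had 0.957 ± 0.342 CPM (SD, n = 3) in TAM 111 and 9.22 ± 3.95 in TAM 112, a log2 fold change of 3.26 (standard error 0.438, adjusted p = 0.000291, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 2.87 and 3.58 with any 1 library left out. It was near the floor at 5 DAF, with 0.12 ± 0.0838 and 0.0856 ± 0.0579 CPM, and rose in both cultivars, by 2.98 in TAM 111 and 6.72 in TAM 112 on the log2 scale. The interaction, 3.74 (standard error 0.866), was not significant over all genes tested (adjusted p = 0.0335, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TraesCS3A02G325800 (3A, 571174803 to 571179957) had 43.6 ± 21.7 and 4.5 ± 6.44 CPM in TAM 111 and TAM 112 at 14 DAF, and TraesCS3B02G354900 (3B, 565265525 to 565270549) had 26.7 ± 12.2 and 2.86 ± 4.21. The differences of -3.29 and -3.24 (standard errors 1.03 and 0.975) were not called (adjusted p = 0.027 and 0.0227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The outcome depended on replicate 3 of TAM 112 at 14 DAF, without which both were called, at -5.77 (adjusted p = 0.00115) and -5.95 (adjusted p = 0.000421). DESeq2 also called the 3B gene (0.00913, range over the settings 0.00913 to 0.111). From 5 to 14 DAF in TAM 112 the genes changed by -3.56 and -3.37 and were not called (adjusted p = 0.0162 and 0.0156, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but were called without the same library, at -6.07 and -6.11. DESeq2 called both (0.00482 and 0.00587, ranges over the settings 0.00482 to 0.0614 and 0.00587 to 0.0624). In TAM 111 the corresponding changes were -0.62 and -0.57, smaller than their standard errors of 0.934 and 0.881. TraesCS4A02G231300 fell to the floor by 14 DAF in both cultivars, at least 261-fold lower than at 5 DAF in TAM 111 and at least 232-fold lower in TAM 112. Both cultivars being at the floor at 14 DAF, it has no cultivar fold at that stage.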

TraesCS4A02G231300 (TaHDZ30A), TraesCS3A02G325800/TraesCS3B02G354900 (TaHDZ29A and B), and TraesCS2A02G389400 (TaHDZ7A) belong to the HD-Zip TF family’s clade IV (δ), IV (ζ), and I (γ), respectively [27]. Many of the plant HD-Zip transcription factors characterized so far are involved in developmental processes and environmental stress responses, especially drought stress through ABA signaling [28,29,30,31,32]. High connectivity of HD-Zip in our dataset seems to suggest that some HD-Zip members might also be a part of the regular grain development process associated with ABA or other hormones. 

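TraesCS1A02G244800 (1A, 432852085 to 432853063), TraesCS1B02G256000 (1B, 451134276 to 451135517) and TraesCS1D02G244500 (1D, 335287142 to 335287837) had at most 2 counts in any library of 5 DAF. At 14 DAF they had 11 ± 2.81, 13 ± 4.23 and 10.6 ± 3.53 CPM (SD, n = 3) in TAM 111, at least 124-, 147- and 120-fold higher than at 5 DAF, and 4.6 ± 1.79, 6.46 ± 1.61 and 4.67 ± 2.02 CPM in TAM 112, at least 60.8-, 85.3- and 61.8-fold higher. The rise was called in both cultivars for all 3 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in every setting that tested them. At 14 DAF they were lower in TAM 112 by log2 fold changes of -1.25, -1.01 and -1.18 (standard errors 0.351, 0.336 and 0.402), which did not pass the criterion (adjusted p = 0.02, 0.0405 and 0.0384, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called the 1A gene alone (0.00484, range over the settings 0.00484 to 0.467). Reads of these homeologs could also be divided among the copies by the counting. The 1A gene lies outside the stretch of 1A, from 10 to 210 Mb, in which most DEGs were higher in TAM 111.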

The GLASSO analysis of TAM 112-A also identified three homeologs of TaDREB5 (i.e., Traes1A02G244800/TraesCS1B02G256000/TraesCS1D02G244500). TaDREB5 is induced by drought and ABA, and its close homolog TaDREB3 improves drought resistance in overexpression lines in Arabidopsis [33]. Previous work showed that TAM 112 consistently shows higher ABA responses not only in drought environments but also during regular development in comparison to TAM 111 [15,16]. Hence, the differential connectivity for ABA- and drought-responsive TFs between TAM 111 and TAM 112 seems to corroborate the previous results. Further investigation is required to examine whether the differential response to ABA between the cultivars underlines the grain phenotype differences between the cultivars.

## 3. Materials and Methods

### 3.1. Plant Materials

Wheat (Triticum aestivum cv. TAM 111 and TAM 112) plants were grown under field condition described in our previous experiment [34]. Grains from 5 Days after flowering (DAF), and 14 DAF were collected and stored in −80 °C for total RNA extraction.

### 3.2. RNA Extraction and Sequencing

Total RNA extraction was performed using a modified method from Li and Trick [35], then cleaned using Qiagen^®^ (Germantown, MD, USA) RNeasy Plant Kit. Each sample consists of total RNA extract from several similar sized developing grains collected from the same inflorescence. The processed total RNA was sent to Genomic and Bioinformatics Service, Texas A&M AgriLife, Texas A&M University for poly-A selection, cDNA library construction, and sequencing. mRNA was isolated using a Nextflex^®^ Poly-A Selection kit (Perkin Elmer, Waltham, MA, USA). cDNA libraries were generated using a Nextflex^®^ Rapid Directional RNA kit. The libraries of three highest quality samples per cultivar (i.e., TAM 111 and TAM 112) per DAF (i.e., 5 DAF and 14 DAF), a total of 12 separate samples were sequenced on a NovaSeq 6000 using an S4 flow cell with 100 nucleotide paired-end reads (Illumina, San Diego, CA, USA), approximately 50 million paired reads per sample.

### 3.3. RNAseq Data Processing

Initial quality assessment was monitored via FASTQC tool (0.11.9-Java-11) [36]. Adapters were trimmed via Cutadapt (2.8-GCCcore-8.3.0-Python-3.7.4) [37], then quality trimming was performed using Trimmomatic (0.39-Java-11) in pair-end mode (LEADING:5, TRAILING:5, SLIDINGWINDOW:4:15, MINLEN:30) [38]. The resulting PE and SE files were mapped using HISAT2 (2.1.0-intel-2017b) against the wheat genome (IWGSC RefSeq assembly v1.0) [39], then sorted by SAMtools (1.9-intel-2018b) into BAM files [40]. Raw counts were produced by Subread (1.6.2-Linux-x86_64) using function “FeatureCounts” with the wheat genome annotation (IWGSC RefSeq annotation v1.1) [41].

### 3.4. Differential Expressed Genes (DEG) and Gene Ontology Enrichment (GO) Analysis

The raw count data mentioned above was fed into R package and analyzed using the following factored design to account for genotype-specific development effects: ~genotype + day + genotype:day, with TAM 111 and day 5 selected as reference factors [42]. The analysis was to compare between cultivars on DAF 5 and DAF 14 (i.e., TAM 111 vs. TAM 112, at 5 DAF and 14 DAF), then within cultivar from 5 DAF to 14 DAF (i.e., TAM 111 5 DAF vs. 14 DAF, and TAM 112 5 DAF vs. 14 DAF). DEG were declared based on the criteria of having an absolute value of log_2_Foldchange > 1 corrected by R-package ‘ashr’ and adjusted *p*-value < 0.01 corrected by R-package ‘IHW’ [43]. GO analysis was performed by using ShinyGO v.0.76 [18] with an FDR cutoff of 0.05 and minimum pathway size of 10 and maximum size of 2000.

### 3.5. Constructing Gene Network Analysis

In order to establish the networks of co-expressed genes in grains, publicly available RNAseq data sets from non-stressed grain tissues (n = 118) [20,21] were quasi-mapped to the gene models (IWGSC v1.1). The list of datasets used can be found in Supplemental Table S3. High confidence genes with TPM expression >0.5 in at least one sample were selected to construct the network. Variance stabilizing transformation (vst) from DESeq2 was used to minimize the effects of sequencing depth between studies. Batch effects were first removed using ‘removeBatchEffect’ function from the R-package ‘Limma’ [44], then the effects of variables other than developmental stage and grain layer were removed using ‘ComBat’ function from the ‘sva’ package. Next, signed hybrid networks were constructed using WGCNA [45]. Maximum block size of 95,000 genes was used to cover all high confidence genes in a single block for maximum accuracy of module assignment. The modules with more than 85% similarity were merged using parameter mergeCutHeight = 0.15, resulting in a total of 102 modules which contained 52,506 unique genes. Lastly, the hierarchical clustering was improved using the ‘km2gcn’ package [46].

### 3.6. GLASSO Analysis

The clusters of modules identified using WGCNA were used to create gene network graphs using function ‘fgl’ from R package ‘JGL’ [47] with penalties: lambda1 = 1 and lambda2 = 0 to focus only on differential edges between TAM 111 and TAM 112. The data was variance stabilized using function ‘rlog’ from DESeq2 before using it for GLASSO analysis. Full results of GLASSO analyses are presented in Supplemental Tables S4–S8.

### 3.7. Phytogenic Tree Analysis of NF-YC and NF-YB

Wheat NF-YC and YB genes have been mined from IWGSC RefSeq annotation v1.1 using protein BLAST, with an e-value cutoff at 1 × 10^−4^. Protein sequences were aligned with MUSCLE program [48], with the UPGMA (unweighted pair group method with arithmetic mean) method and 100 iterations, gap open penalty −2.9, extend penalty 0, and hydrophobicity multiplier 1.2. The alignment was used to build a phylogenetic tree using MEGA X program [49], using maximum likelihood method with the nearest-neighbor-Interchange inference option and the bootstrap value of 1000.

### 3.8. C and N Analysis of Wheat Grains

Wheat grains at 5 and 14 DAF were lyophilized and milled. The total C and N content was measured in a total combustion elemental analyzer (Vario EL Cube, Elementar Americas Inc., Ronkonkoma, NY, USA).

## 4. Conclusions

In this study, we have utilized the transcriptome data to identify two separate sets of hub TFs with consistently high connectivity in the respective, TAM 111 and TAM 112 modules of genes. The TFs associated with TAM 111 are highly homologous to the known TFs involved in starch synthesis activation in rice, while TAM 112-upregulated TFs are related to ABA and other hormone-associated biological pathways. The changes in either pathway offer potential to influence grain protein content either directly by upregulating amino acid metabolism and transport, or indirectly by influencing the starch content and therefore grain weight and relative protein percentage, as previously documented [50]. Thus our study has provided a list of potential targets for breeders to explore and leads for future studies that would verify their binding as well as their specific impact on grain development.

## Figures and Tables

**Figure 1:**
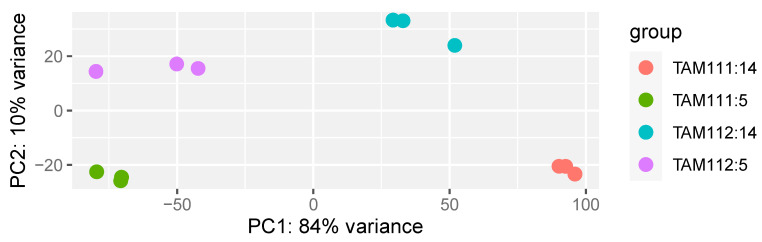
Principle component analysis plot of all samples. Red dots: 14 days after flowering (DAF) samples from TAM111, Green dots: 5 DAF samples from TAM111, teal dots: 14 DAF samples from TAM112, purple dots: 5 DAF samples from TAM112.

**Figure 2:**
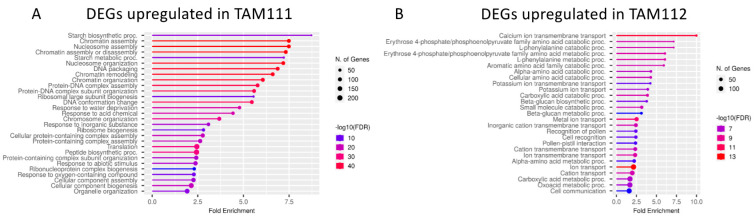
Plots of gene-ontology biological pathway analysis results of genes from 14 DAF expressed higher in TAM111 (**A**) or TAM112 (**B**). Categories (*X*-axis) are sorted by fold enrichment (*Y*-axis). Color presents the relative –log_10_ FDR from low (blue) to high (red). The size of the circle represents the number of genes classified in that category.

**Figure 3:**
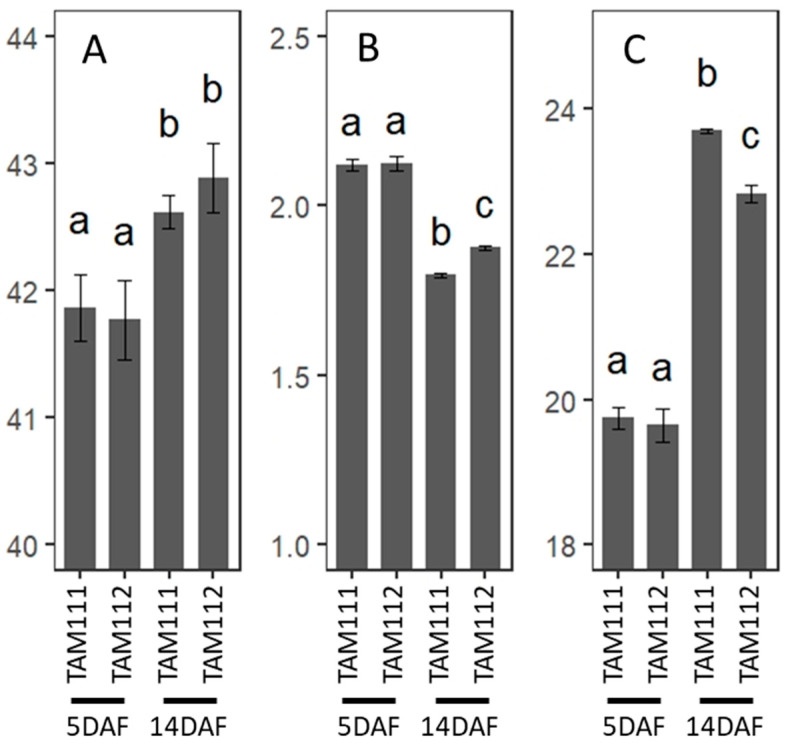
Carbon and nitrogen content of TAM111 and TAM112 grains at 5 and 14 DAF. (**A**) percent carbon, (**B**) percent nitrogen, and (**C**) carbon to nitrogen ratio. Letters indicate significance at α = 0.05 in TukeyHSD-test (n = 3).

**Figure 4:**
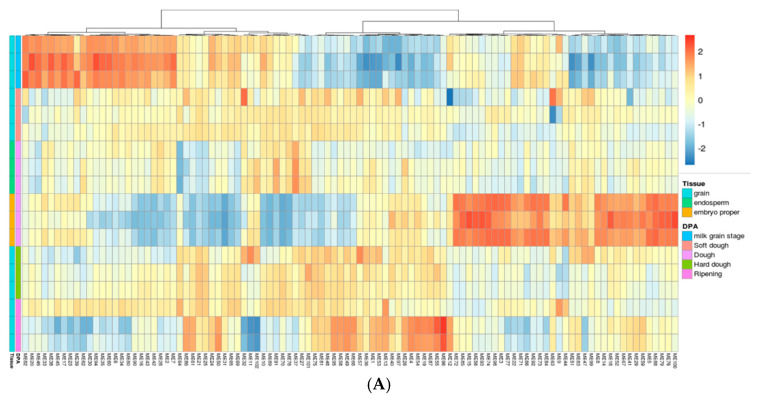

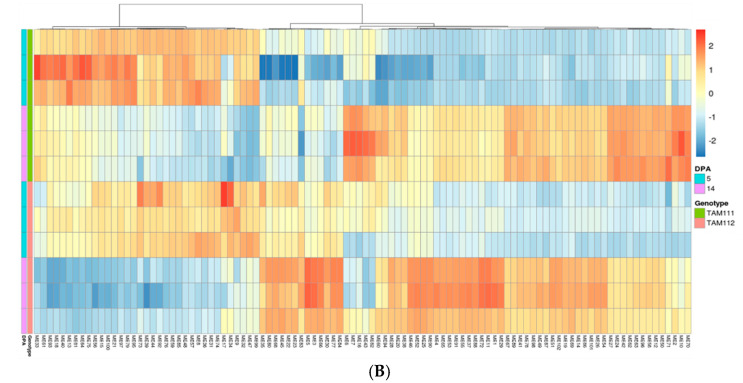
Gene modules constructed from WGCNA using publicly available grain RNAseq data. (**A**): Expression pattern of eigengenes representing each module. Modules are clustered by tissue type and developmental stages (colored rectangles on the left). (**B**): Expression pattern of module genes in TAM111 and TAM112. Modules are clustered by genotype and DPA, indicated by colored rectangles on the left. Hierarchical clustering has been performed to identify modules with similar expression patterns.

**Table 1:** DEG statistics of TAM111 vs. TAM112 (**A**) and 5 DAF vs. 14 DAF (**B**). DEGs were identified using the criteria |−log_2_| > 1, and Adj. *p* < 0.01. The numbers indicate the number of genes identified. Shared row indicates the numbers of identical DEGs between the two time points (top) or the cultivars (bottom).

A. DEG Analysis of TAM111 vs. TAM112			
	Total DEGs	Upregulated in TAM111	Upregulated in TAM112
5 DAF	2629	1414	1215
14 DAF	9368	4868	4500
Shared	1937	1081	856
**B. DEG Analysis of 5 vs. 14 DAF**			
	**Total DEGs**	**Upregulated in 5 DAF**	**Upregulated in 14 DAF**
In TAM111	14,745	6370	8375
In TAM112	13,061	5481	7580
Shared	8044	3248	4754

**Table 2:** Top 10 transcription factors identified from GLASSO using the module groups expressed higher in TAM111. (**A**–**C**) represents regions from TAM111 shown in Figure S4. Lists are sorted by the difference in the number of edges between the two cultivars.

A. GLASSO TAM111A				
Gene	Transcription Factor Family	Edges in TAM111	Edges in TAM112	Difference
TraesCS7B02G248300	Nuclear Factor-Y	208	36	172
TraesCS5B02G043100	MYB-related	39	0	39
TraesCS5A02G245900	NAC	48	20	28
TraesCS7D02G196300	NAC	35	12	23
TraesCS7B02G056300	NAC	33	12	21
TraesCS7A02G336700	Nuclear Factor-Y	46	26	20
TraesCS3A02G368700	MYB-related	23	3	20
TraesCS7B02G100300	NAC	37	19	18
TraesCS7D02G344400	Nuclear Factor-Y	58	41	17
TraesCS5D02G161000	C2C2_Dof	26	9	17
**B. GLASSO TAM111B**				
**Gene**	**Transcription Factor Family**	**Edges in TAM111**	**Edges in TAM112**	**Difference**
TraesCS7B02G248300	Nuclear Factor-Y	343	16	327
TraesCS7D02G344400	Nuclear Factor-Y	125	16	109
TraesCS7A02G336700	Nuclear Factor-Y	97	9	88
TraesCS5B02G043100	MYB-related	68	0	68
TraesCS7D02G216600	CCAAT_Dr1	36	9	27
TraesCS5A02G155900	C2C2_Dof	40	21	19
TraesCS2D02G234000	MYB-related	22	5	17
TraesCS7A02G194700	NAC	55	39	16
TraesCS5B02G154100	C2C2_Dof	35	19	16
TraesCS4B02G299000	MYB-related	18	2	16
**C. GLASSO TAM111C**				
**Gene**	**Transcription Factor Family**	**Edges in TAM111**	**Edges in TAM112**	**Difference**
TraesCS7B02G248300	Nuclear Factor-Y	448	39	409
TraesCS5B02G043100	MYB-related	80	0	80
TraesCS5A02G245900	NAC	43	8	35
TraesCS3A02G077900	NAC	35	6	29
TraesCS7D02G154200	NAC	34	8	26
TraesCS7B02G056300	NAC	32	10	22
TraesCS7A02G569300	NAC	23	1	22
TraesCS7B02G489500	NAC	30	10	20
TraesCS7D02G344400	Nuclear Factor-Y	69	52	17
TraesCS7A02G336700	Nuclear Factor-Y	47	30	17

**Table 3:** (**A**,**B**) Top 10 transcription factors identified from GLASSO using the module groups expressed higher in TAM112. (**A**,**B**) represents regions from TAM112 in Figure S4. Lists are sorted by the difference in the number of edges between the two cultivars.

A. GLASSO TAM112A				
Gene	Transcription Factor Family	Edges in TAM111	Edges in TAM112	Difference
TraesCS4A02G231300	HD-Zip_IV	96	2325	2229
TraesCS1B02G256000	AP2/EREBP	63	258	195
TraesCS3A02G325800	HD-Zip_IV	3	214	211
TraesCS2A02G389400	HD-Zip_I_II	2	172	170
TraesCS4A02G131000	NAC	11	140	129
TraesCS1D02G244500	AP2/EREBP	60	116	56
TraesCS1A02G244800	AP2/EREBP	60	109	49
TraesCS3B02G354900	HD-Zip_IV	3	97	94
TraesCS7B02G112400	MYB-related	68	88	20
TraesCS4A02G263300	bHLH	51	85	34
**B. GLASSO TAM112B**				
**Gene**	**Transcription Factor Family**	**Edges in TAM111**	**Edges in TAM112**	**Difference**
TraesCS4A02G231300	HD-Zip_IV	104	253	149
TraesCS2A02G389400	HD-Zip_I_II	3	68	65
TraesCS5A02G155900	C2C2_Dof	31	83	52
TraesCS4A02G131000	NAC	10	60	50
TraesCS3A02G325800	HD-Zip_IV	3	52	49
TraesCS7A02G189200	NAC	20	55	35
TraesCS2B02G119100	NAC	4	39	35
TraesCS3B02G354900	HD-Zip_IV	1	36	35
TraesCS4A02G006100	MYB-related	13	46	33
TraesCS4D02G051600	bHLH	25	52	27

## Data Availability

The raw RNAseq data and aligned. bam files are found in GEO (accession number GSE210495).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232012660/s1.

# Supplementary material for: Transcriptome Analysis of Developing Grains from Wheat Cultivars TAM 111 and TAM 112 Reveal Cultivar-Specific Regulatory Networks
**Source:** Int J Mol Sci. 2022 Oct 21;23(20):12660. doi: 10.3390/ijms232012660
**Supplement:** Supplementary file 1

## A DEGs upregulated in TAM111

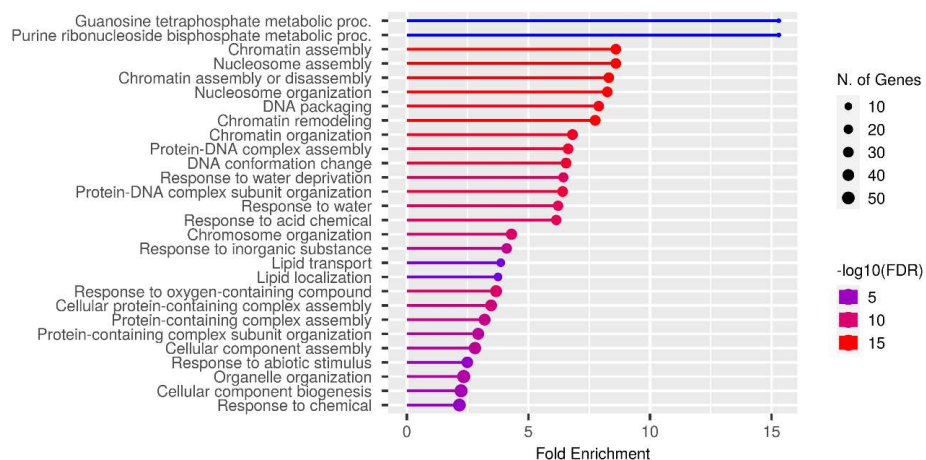

## B DEGs upregulated in TAM112

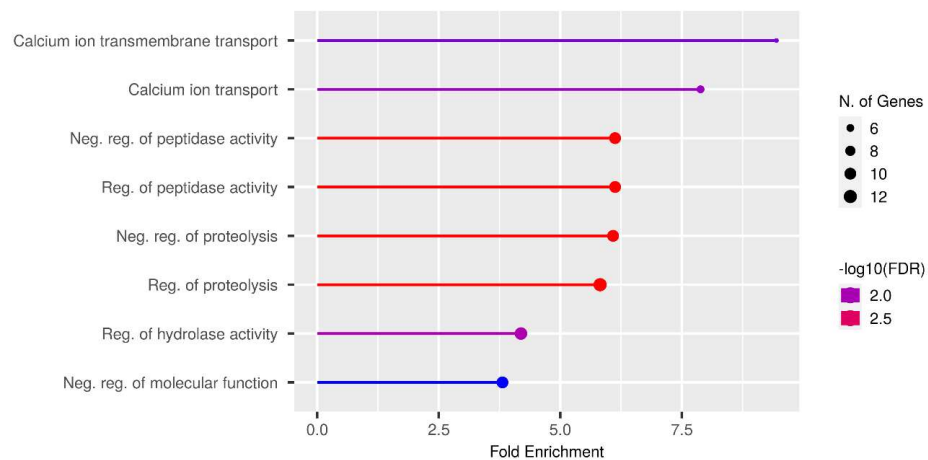

Supplemental Figures S1A and B. Plots of gene-ontology biological pathway analysis results of genes from 5DAF expressed higher in TAM111(A) or TAM112(B)..

Categories are sorted by fold enrichment. Bar colors present the relative  $-\log_{10}$  false discovery rate (FDR). The size of the circle represents the number of genes classified in that category.

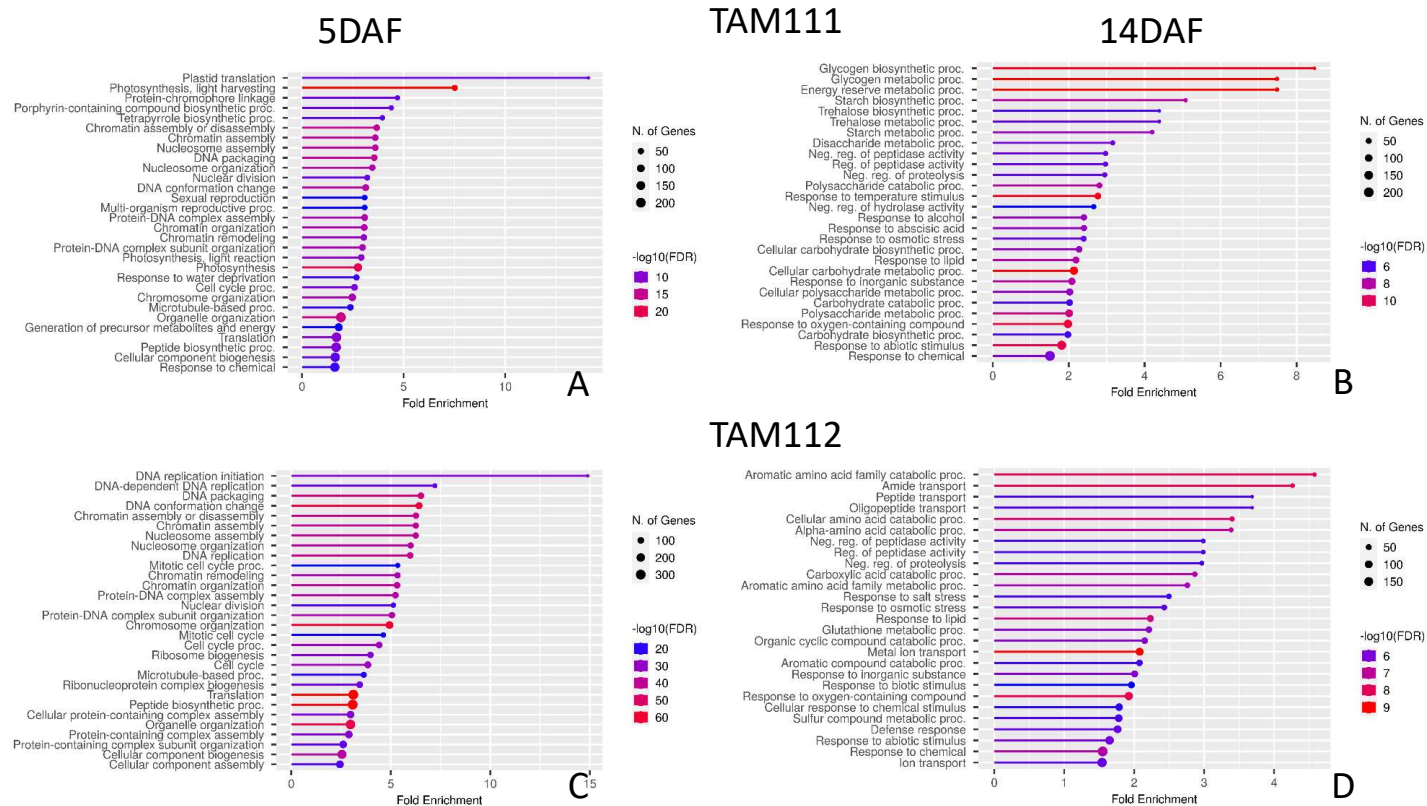

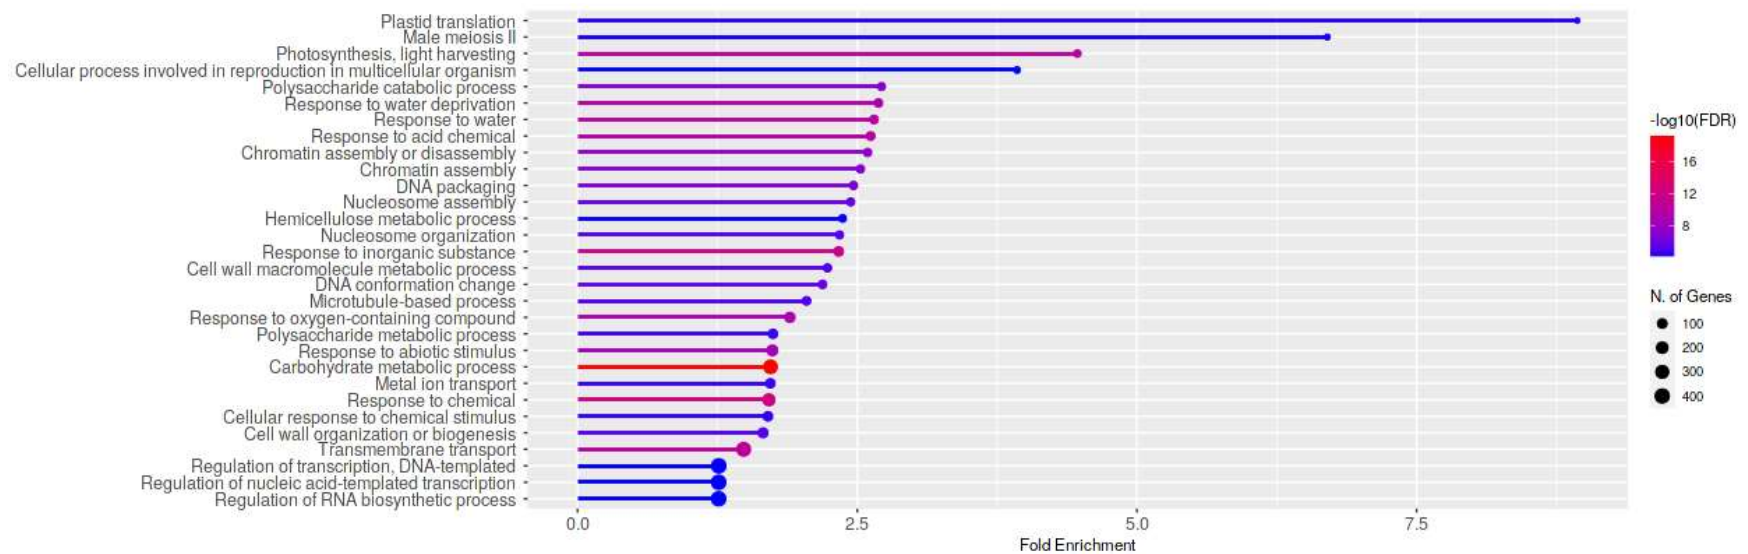

Supplemental Figure S3. Plots of gene-ontology biological pathway analysis results of common DEGs from 5DAF vs 14 DAF in TAM111 and TAM112.

Categories (X-axis) are sorted by fold enrichment (Y-axis). Color presents the relative  $-\log_{10}$  FDR from low (blue) to high (red). The size of the circle represents the number of genes classified in that category.

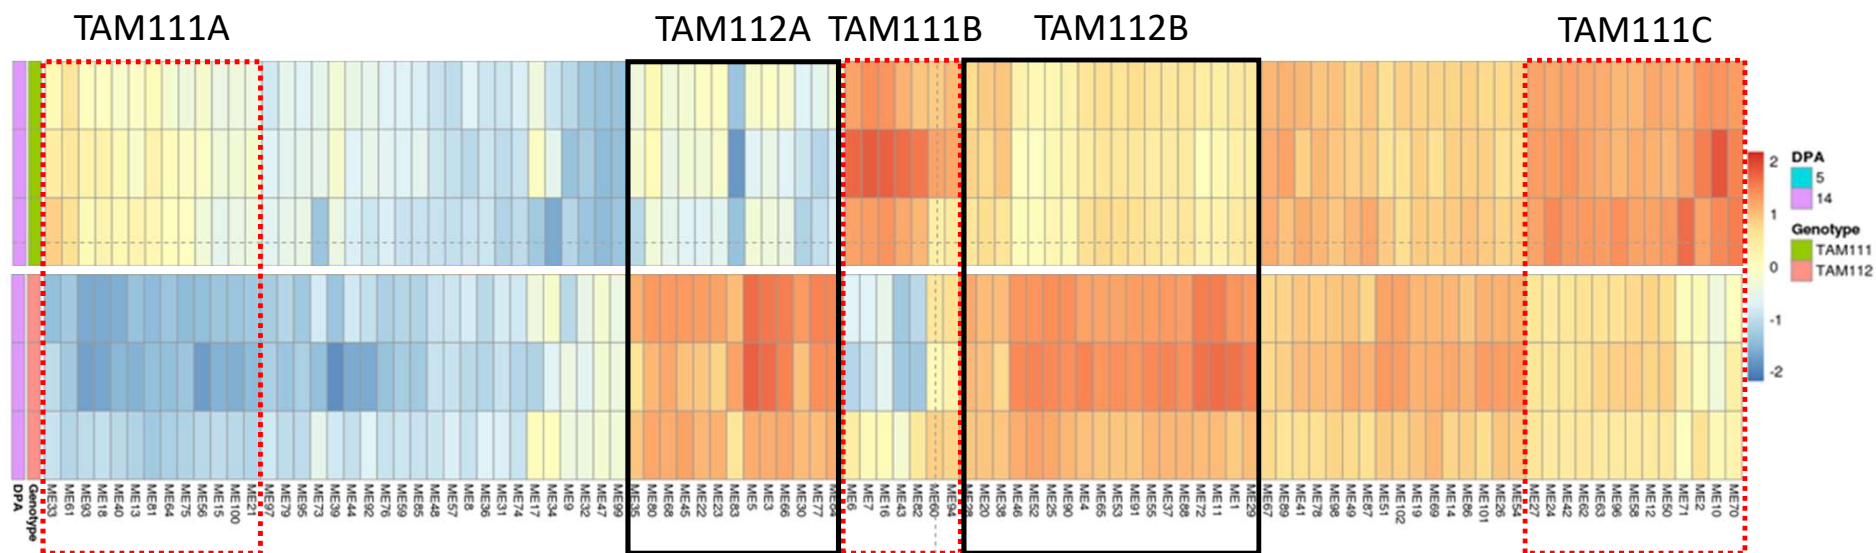

Supplemental Figure S4. Groups of modules differentially regulated between the two cultivars at 14 DAF. Red dotted lines indicate the regions of relative upregulation in TAM111 vs TAM112 at 14DAF.

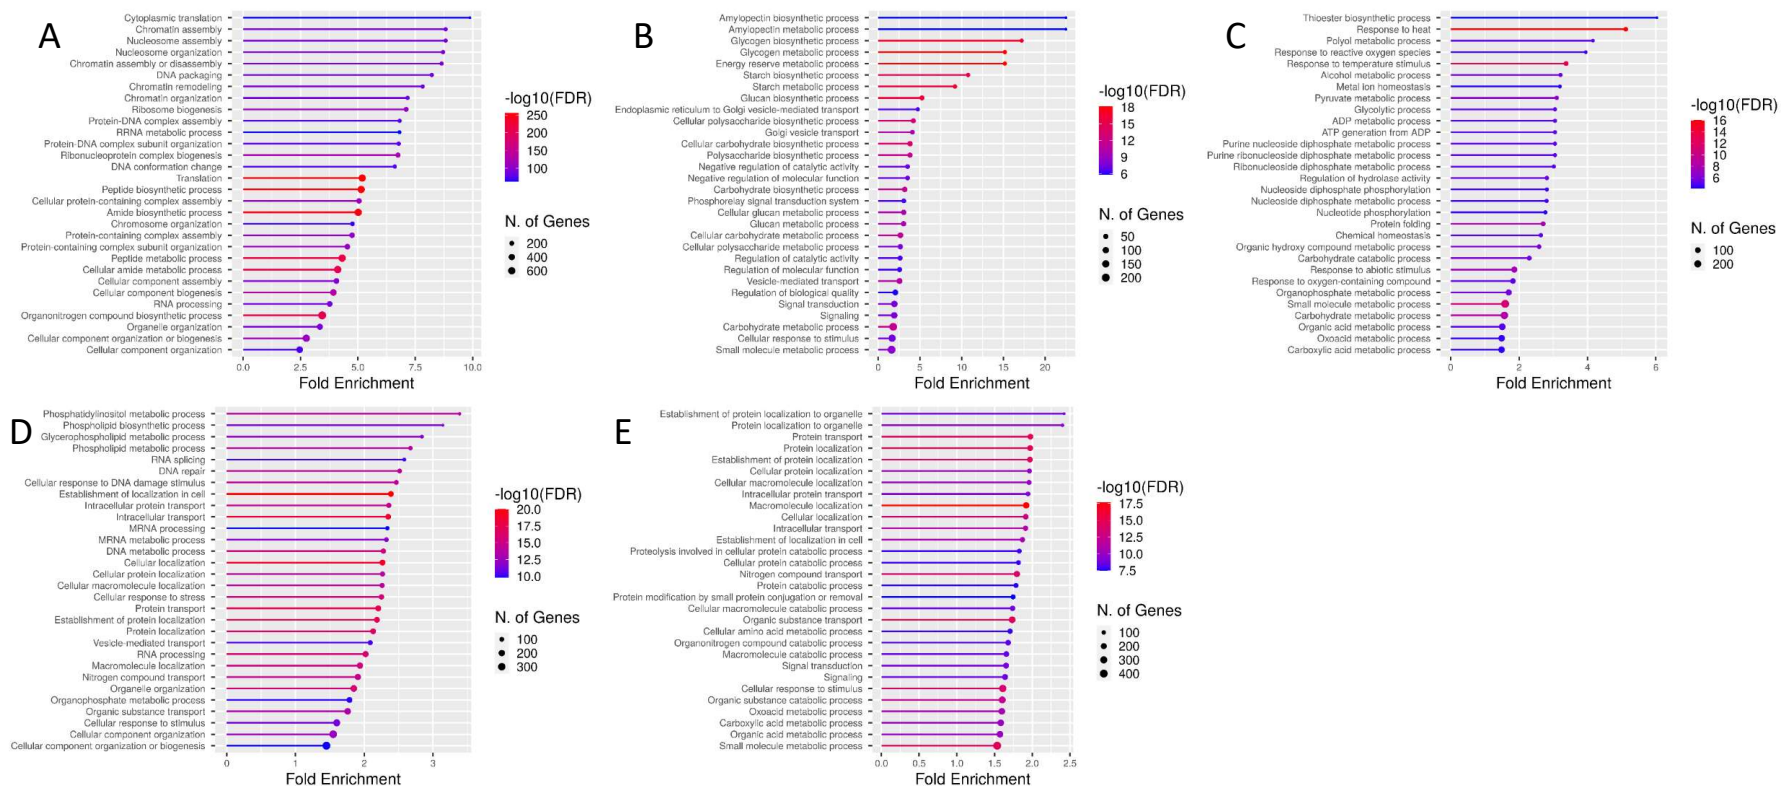

Supplemental Figures S5A-E. Plots of gene-ontology biological pathway analysis results of genes from regions identified in WGCNA (Fig. 3S). A-C represents TAM111 region A-C. D and E represents TAM112 region A and B. Categories (X-axis) are sorted by fold enrichment (Y-axis). Color presents the relative  $-\log_{10}$  FDR from low (blue) to high (red). The size of the circle represents the number of genes classified in that category.

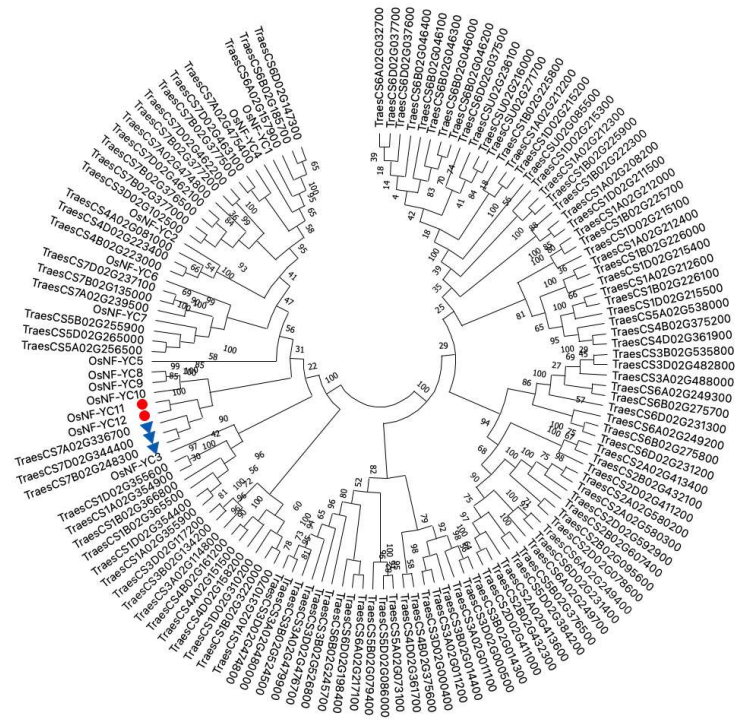

Supplemental Figure S6. A phylogenetic tree of NF-YC family genes from wheat and rice. OsYC11 and YC12, and their closest homologs in wheat are labeled with red circles and blue triangles, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

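RNA from developing grains of the wheat cultivars TAM 111 and TAM 112 at 5 and 14 DAF was sequenced in 12 libraries, 3 for each cultivar and stage. Libraries were assigned to cultivar, stage and replicate from the sample labels, which name the same groups as the paper. Each library came from several grains of 1 inflorescence, and the paper's text states that the 3 samples of highest quality per group were sequenced. The authors trimmed the paired reads with Cutadapt and Trimmomatic, mapped them with HISAT2 to the IWGSC RefSeq assembly, counted them on the genes of its annotation with featureCounts and deposited the counts as 1 table with gene positions and lengths. The deposited counts are whole numbers and were not normalized or filtered, since 32172 of the 120744 features had no count in any library. All columns of the table with values per library were used (0 were left out), and no line of it lacks a gene (0). It holds 107891 TraesCS genes and 12853 non-coding features, and 0 low-confidence genes, so restricting the fit to high-confidence genes would remove nothing. The options of featureCounts for strand and for reads with several matches are not named in the paper's text.

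The depth of the libraries was 31916077 to 40464882 counts (median 35468645.5). After scaling, 1 count corresponded to 0.0231 to 0.0362 CPM. A group in which every library had at most 3 counts was taken to be at the floor, and folds against such a group are lower bounds computed against the floor of 3 counts. Intervals on shares are Wilson 95% intervals, and these and the floors cover counting error only, since reads without molecular identifiers are not independent molecules.

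The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr at its defaults, which left 65080 genes holding 99.8% to 99.9% of the counts, and library sizes were scaled with TMM factors. A negative binomial model with a coefficient per group was fitted to all 12 libraries (common biological coefficient of variation 0.3) and tested with the quasi-likelihood F test. The p-values were adjusted by the method of Benjamini and Hochberg. A DEG had an absolute log2 fold change over 1 and an adjusted p-value under 0.01, as in the paper. The ashr and IHW packages the authors used were replaced by the unshrunken fold change and the Benjamini-Hochberg adjustment. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. Values in CPM use the TMM-scaled library sizes. TPM was computed from the deposited counts and gene lengths, and a gene counted as expressed above a TPM of 0.5 in at least 1 library. The principal component analysis used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Group differences along components were tested with exact permutation tests.

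The fits were tested on simulated data. In counts drawn with the mean level and dispersion of each gene and the library sizes of the real libraries, in which 200 of 65080 genes were changed 4-fold in TAM 112 at 14 DAF, the edgeR test called 62.5% of the changed genes, and 99.2% of its calls were changed genes. It made 0 calls at 5 DAF, where nothing was changed. DESeq2 called 88% of the changed genes, and 81.5% of its calls were changed genes. The interaction test called 17% of the changed genes, so it missed most differences of that size in this setting. After adjustment, recovery depends on the share of genes that change. These rates need not hold in the real data, where 14.5% of the genes were DEGs between the cultivars at 14 DAF.

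Replicate numbers are shared by the groups. To check whether they pair the libraries, each library's deviation from its group mean was correlated with that of the library with the same number in every other group. Between the cultivars at 5 DAF, all 3 same-numbered pairs had a correlation over 0.1 (0.365, 0.34 and 0.528), so the numbers were taken to pair the libraries there. The deviations of the 3 libraries of a group cancel, so these correlations are not independent. A difference shared by replicate 3 of both cultivars could by itself make all 3 positive. Libraries with different numbers were not compared, so the pairing is an assumption. The pairing is read from the values alone, since neither the paper nor the labels say what a number marks. For the other combinations of groups, the correlations ran from -0.283 to 0.107 and at least 1 pair was not over 0.1, so those libraries share only a number. The unpaired fit is the one reported, and the fit with the replicate number as a block is among the alternatives.

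The model, the thresholds, the lists of alternatives and the rule for which genes are named were written down before the data were examined. The named genes are every gene in the paper's text on these experiments or in its Tables 2 and 3, and for each comparison the 2 genes with the largest log2 fold change in each direction among DEGs whose groups do not overlap and whose higher group has a mean of at least 5 CPM. The alternatives were other scalings (DESeq2's size factors, library sizes alone, upper-quartile factors), DESeq2's Wald test with and without shrinkage of the fold change (a normal prior in place of ashr), other filters on low counts, a fit with only the 6 libraries compared, the replicate block, a test against a log2 fold change of 1 with glmTreat, other thresholds, and leaving out each of the 12 libraries in turn. A fit with only the 6 libraries of 5 DAF and the replicate block was added after seeing the data. For the components, the alternatives were other numbers of genes and other transformations.

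DEGs were counted along chromosomes in 10 Mb windows, and chromosomes were compared with Fisher's exact test. For the factors of Tables 2 and 3, the variance of rlog values over the 6 libraries of each cultivar was set against the edges the paper lists. The families of genes by product name, which were planned in place of the paper's GO terms, were not run, because 0 identifiers of the deposited table matched the gene table used here (IWGSC CS RefSeq v2.1). The GO enrichment, the co-expression modules, the graphical lasso networks and the elemental analysis were not analysed here.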

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

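The tests of scaling, of counting on the homeologous chromosomes, of a swapped label and of segments that vary within TAM 111 were chosen only after the result was seen. The test that the same neighbouring genes are called at both stages, and the counts over other splits of the libraries, were written before the results they measure. The ends of the stretches on 1A, 1B and 1D were chosen after seeing the windows.

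The effect of cultivar differed between the stages in 201 genes, 109 with a more positive and 92 with a more negative log2 fold change (TAM 112 over TAM 111) at 14 DAF than at 5 DAF, by a test of the interaction itself. The paper's model holds this interaction, but the paper gives no number of genes for it. The count is weakly determined. It was 28 without TAM 112 replicate 2 of 14 DAF, 963 without its replicate 3 and 912 without TAM 112 replicate 3 of 5 DAF, and all 12 fits that left out 1 library moved it by more than 1.5 times. With library sizes alone in place of TMM factors it was 891, of which 87.2% were positive instead of 54.2%, at a shift of 0.29 in the median of all genes. In the simulated data, with 200 of 65080 genes changed, the test recovered 17% of 4-fold changes, a rate that need not hold for the real data. When the cultivar labels were split anew within each stage, 4 of 100 splits drawn from the 200 possible gave as many interaction genes, the real one included. Of the first 30 of these splits, 2 had. That share lies above 0.05 and the share over 100 lies below it, and the number was raised to 100 because that many can be drawn. Of the 3 other splits with as many genes, the one with 12035 kept the real cultivar groups of both stages whole. It exchanged their labels at 1 stage, so that the cultivar differences of the stages added up. Those with 1214 and 821 kept the groups of 14 DAF whole and mixed those of 5 DAF, so that the cultivar difference of 14 DAF entered the interaction. The other drawn splits of that kind gave only 1 to 5 genes, so this alone does not account for the counts of 1214 and 821. A split that mixes the cultivars adds their difference to the spread among replicates, which lowers its count, so the low counts of such splits say little. The splits therefore leave a chance division of the libraries open, and the number of interaction genes stays open too. The number changed little among scaling factors, with 185 genes under DESeq2's size factors and 232 under upper-quartile factors. The choice among these factors is therefore argued against as its source, and the 891 genes came with leaving factors out.

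On chromosome 1A, 398 of the 625 tested genes between 10 and 210 Mb were higher in TAM 111 at 5 DAF, a signal in the position of the genes that the paper does not report on. At 14 DAF 457 were. The median log2 fold change of the 625 genes was -2.69 at 5 DAF and -2.68 at 14 DAF, and 92.3% and 90.7% were negative. Scaling between the cultivars is argued against, since with library sizes alone 18.3% of the tested genes of 1A were higher in TAM 111 at 14 DAF and 3.02% of the genes elsewhere. A candidate explanation is a segment of 1A that in TAM 112 is deleted or replaced by a diverged one. It predicts that the same genes are called at both stages, and 92.2% of the genes called at 5 DAF were called the same way at 14 DAF, against 73.5% of the genes higher in TAM 111 off 1A. A deletion of the whole stretch is hard to reconcile with the levels, since of the 509 genes above 1 CPM in TAM 111, 55 (10.8%) were at the floor in all TAM 112 libraries. Reads of homeologs counted on 1A genes, or a diverged segment whose reads map less well to the reference, would both leave such counts, and these are not separated here. A cultivar difference in expression along the stretch, without a difference in sequence, was not tested.

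At the end of chromosome 1D, 70 of 149 tested genes between 480 and 500 Mb were higher in TAM 112 at 5 DAF, again in genes outside those the paper discusses, and 87 at 14 DAF. Of the 70, 94.3% were called the same way at 14 DAF. The direction is opposite to that on 1A and could reflect a segment that TAM 111 lacks or carries in a diverged form, a reading that was tested for chromosome 1A (92.2% of calls repeated) and here rests on the same kind of repetition. Along 1D, genes before 170 Mb, which face the run on 1A, lay higher in TAM 112 than all genes after it, the end of the chromosome included, by a median log2 fold change of 0.25 at 5 DAF and 0.26 at 14 DAF (permutation test, p = 1e-04 for each, the smallest that 10000 resamples give). The medians were 0.30 and 0.28 before 170 Mb and 0.01 and -0.02 between 170 and 480 Mb. On 1B the median was 0.26 and 0.22 before 240 Mb and 0.04 and -0.08 after it. This is consistent with reads of a diverged 1A arm being counted on its 1B and 1D copies, and equally with higher expression of those copies. The test does not separate the 2, and does not account for the end of the chromosome.

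In TAM 111, 12 genes were on (above 1 CPM) in replicate 3 of 5 DAF and replicates 2 and 3 of 14 DAF and off (at most 3 counts) in the other 3 libraries, a signal among replicates that the paper does not report on. They lie on 2B, 5B, 6B and 6D, and 9 of the 12 lie within 20 Mb of another, against a median of 0 and a maximum of 8 among random genes (permutation test, p = 1e-04, the smallest that the resamples give). The other patterns of this kind in TAM 111 held 4, 2, 1 and 1 genes, and the mirror pattern, which is among these, held 2, TraesCS3A02G480200 and TraesCS5B02G043100, a factor of the paper's Table 2. In TAM 112, 20 genes were on in replicates 1 and 2 of 5 DAF and replicate 3 of 14 DAF alone. A TAM 112 library under a TAM 111 label is argued against, because in the 1A run the lowest TAM 111 library lies above the highest TAM 112 library by 2.39 (median log2 CPM). Segments that vary among TAM 111 plants may account for the clustering, as each sample came from 1 inflorescence, with 9 genes near another. The pattern and the distance were chosen after seeing the data, so this is a hypothesis. Seed mixture and outcrossing in the field were not tested.

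The number of DEGs was also counted over other splits of the same 6 libraries. For the cultivars at 5 DAF, the cultivars at 14 DAF, the stages in TAM 111 and the stages in TAM 112, 1 of 10 splits gave as many DEGs, the real one, and the highest count in any other split was 0, 0, 7 and 0. With 10 splits the share cannot fall below 0.1, so these counts alone cannot exclude a chance division of the libraries. The other splits mix the groups and so add the real difference to the spread, which lowers their counts. At 5 DAF, where the replicate numbers were taken to pair the libraries, 1 of the 4 splits that part all 3 pairs gave as many DEGs, and the other splits of this kind gave 0.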

How the results depend on the processing

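The fit over only the 6 libraries of 5 DAF with the replicate block was chosen after seeing the data, and the other alternatives were set beforehand. Where a value below moved, the cause was not tested unless it is named. The number of expressed genes stayed within 1.5 times of its value under each alternative. The difference in variance ratio between the factors of Tables 2 and 3 kept its direction and its side of the threshold, and so did the shares of DEGs on chromosome 1A, under each alternative run for them.

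For the DEGs between the cultivars at 5 DAF (2203), DESeq2's Wald test called 3776 and with shrunken fold changes 3703, 10 counts in every library 1125, the fit with only the 6 libraries compared 1308, glmTreat 1276 and an adjusted p under 0.05 3866. With 1 library left out the count ran from 1590 to 2355. At 14 DAF (9417), glmTreat called 2279 and an adjusted p under 0.05 14455, and the fits that left out 1 library ran from 5104 (without TAM 112 replicate 2 of 14 DAF) to 10503 (without TAM 112 replicate 3 of 5 DAF). Between the stages, 10 counts in every library left 10184 DEGs in TAM 111 (15609), where fewer genes are tested, and glmTreat 6633. In TAM 112 (13694) glmTreat called 4568, and the fits that left out 1 library ran from 8979 (without TAM 112 replicate 2 of 14 DAF) to 14272 (without TAM 111 replicate 3 of 5 DAF). The genes shared by the cultivar comparisons (1728) numbered 2616 with DESeq2, 804 with 10 counts in every library, 1099 with only the 6 libraries compared, 976 with glmTreat and 2768 with an adjusted p under 0.05. The genes shared by the stage comparisons (8198) numbered 5115 with 10 counts in every library and 2866 with glmTreat. The glmTreat counts are lower by construction, as it tests against a fold change and not against 0.

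The interaction (201) was the least stable result, although it was 185 with DESeq2's size factors and 232 with upper-quartile factors. It held 891 genes with library sizes alone, 3200 with DESeq2, 413 with no filter, 561 with 10 counts in every library, 105 with the replicate block, 17 with glmTreat and 2986 with an adjusted p under 0.05, and from 28 (without TAM 112 replicate 2 of 14 DAF) to 963 (without TAM 112 replicate 3 of 14 DAF) with 1 library left out. Scaling by library sizes alone also changed the share of calls higher in TAM 112 at 14 DAF from 48.5% to 82.6%, the share higher at 14 DAF in TAM 111 from 56.0% to 41.8% and the positive share of the interaction from 54.2% to 87.2%. It moved the median log2 fold change of all genes by over 0.1, to 0.45 between the cultivars at 14 DAF, 0.18 at 5 DAF, -0.17 between the stages in TAM 111 and 0.29 for the interaction.

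Of the listed factors, 7 were DEGs between the cultivars at 14 DAF. With 10 counts in every library 1 was, where 7 of the 34 are tested, with only the 6 libraries compared 23, with glmTreat 2, and with 1 library left out from 2 (without TAM 111 replicate 2 of 14 DAF) to 13 (without TAM 112 replicate 3 of 5 DAF). The share of variance on PC1 and PC2 was 67.1% and 20.3% with 5000 genes, 56.0% and 24.1% with all genes tested, 80.6% and 13.2% with rlog values and 80.9% and 13.5% with log2 CPM. With 1 library left out it was 81.5% to 86.8% and 8.00% to 11.8%.

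With the replicate block, the change of the NF-YC homeologs from 5 to 14 DAF in TAM 112 turned from negative to positive, to 0.67 on 7A, 0.58 on 7B and 0.48 on 7D, and with 1 library left out it reached 0.59 on 7A, 0.48 on 7B and 0.41 on 7D without TAM 112 replicate 2 of 5 DAF, and was lowest without TAM 112 replicate 3 of 14 DAF (-0.98 on 7A, -1.0 on 7B and -1.28 on 7D). Without TAM 112 replicate 1 or 2 of 14 DAF it was 0.16 and 0.11 on 7A. Apart from these and the interaction, the block gave 2029 and 8898 DEGs between the cultivars at 5 and 14 DAF and 15167 and 13220 between the stages. It also took TraesCS5A02G245900 off the list at 14 DAF. Only at 5 DAF were the numbers taken to pair the libraries, and there the added fit with the block gave 2291, against 1308 for the same 6 libraries without it.

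Of 548 values of the named genes under settings that kept every library, 23 changed, 6 weaker, 14 stronger and 3 reversed. Of 636 values with 1 library left out, 18 changed, 9 weaker, 4 stronger and 5 reversed. Of the 53 gene and comparison pairs, 39 were unchanged throughout. Other counts moved by more than 1.5 times in 62 of 282 values with every library kept and in 45 of 288 with 1 left out. Shrunken fold changes were not run for the interaction, nor was the fit with only 6 libraries, which cannot hold it. Depth limits the genes at the floor of 3 counts, for which only lower bounds of a fold are given.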

Differences from the paper's values

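For the numbers of expressed genes and DEGs and the shares of variance that the paper states, each value obtained with the settings reported here was within 1.5 times of the paper's. Among these, the largest ratio was for the DEGs between the cultivars called at 5 DAF alone, 475 against the paper's 692. The paper gives no number of genes expressed at 5 DAF alone, but its 60416 genes at 5 DAF, of which 58825 were also expressed at 14 DAF, leave fewer than the 3974 found here. None of the alternatives run for it reached so low a number, the lowest being 2998, when every library of a cultivar and stage had to exceed the threshold. The paper's numbers for 5 DAF, for 14 DAF and for both do not add up to its stated total of expressed genes. Where the gap arises is therefore left open.

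The paper names TraesCS7A02G336700 as the 1 of 3 NF-YC genes differentially expressed between the cultivars, without naming the stage. Here it had a log2 fold change of -3.20 and an adjusted p of 0.0711 at 14 DAF (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.91 and 0.659 at 5 DAF, and was not called at either stage. Among the alternatives set before the data were examined, the fit with only the 6 libraries of 14 DAF called it, with a log2 fold change of -3.18 and an adjusted p of 0.0021, and also called the homeologs on 7B (-3.05, adjusted p = 0.00132) and 7D (-3.04, adjusted p = 0.00324). None of the other alternatives called it at 14 DAF. DESeq2's Wald test gave an adjusted p of 0.0446 against 0.137 on 7B and 0.131 on 7D. Over the alternatives that left out no replicate, the adjusted p of TraesCS7A02G336700 at 14 DAF ranged from 0.0021 to 0.264, and over the 12 fits that left out 1 library from 0.0141 to 0.186.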

Other observations

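The test on the network edges was written before its result was seen. The other tests in this part were chosen only after the result was seen.

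The paper's networks were built with a graphical lasso on rlog values, with a penalty of 1, and the factors were ranked by the difference in edges between the cultivars. The paper does not state how the libraries of the stages entered. If those of both stages were taken together for each cultivar, and the values were not scaled, an edge would need a covariance over the penalty, so the number of edges may follow the size of a factor's own change from 5 to 14 DAF. The log2 ratio of the rlog variances (TAM 111 over TAM 112) was set against the lists. Its mean was higher by 2.45 in the 19 factors of Table 2 only than in the 14 of Table 3 only (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples give). The ratio and the log2 ratio of the paper's edges had a Spearman correlation of 0.832 over the factors (permutation p = 1e-05), across genes that are not independent replicates. The correlation was 0.644 with the squared difference of the stage means, which measures the stage change itself. It was 0.664 without TAM 111 replicate 3 of 5 DAF and 0.66 without TAM 112 replicate 3 of 5 DAF. The difference was 1.90 without TAM 111 replicate 3 of 5 DAF and 4.73 with the squared difference of the stage means in place of the variance, the ends of the range over the settings. Under that assumption, edges that follow the size of the stage change would give such values. Spread among replicates also enters the variance, however. TraesCS5B02G043100 had the highest ratio, 5.83, but changed by only -0.59 between the stages in TAM 111 (log2 fold change, standard error 1.38). The comparison does not show that the connections are absent, and the networks themselves were not recomputed. It also leaves part of Table 3 open, since 9 of the 14 factors of Table 3 only had the higher variance in TAM 111, and the variance was over 1 for 31 factors in TAM 111 and 30 in TAM 112.

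At 14 DAF, 29 of the 32 listed factors with counts over the floor were lower in TAM 112. A few abundant genes taking counts in TAM 111 at that stage would make other genes look lower in TAM 111 when library totals alone are used, which is the opposite direction, and with library sizes alone the median of the 34 factors was -2.32, while the median of all genes was 0.45. That explanation is therefore argued against. At 5 DAF the lean was opposite, with 25 of the 34 higher in TAM 112 at a median of 0.91, although only 1 factor was a DEG there. The factors were chosen by the study on these samples, so their direction is not independent evidence for a difference of factors in general.

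A slower development of TAM 112 could make it look younger than TAM 111 at 14 DAF. If so, most DEGs of 14 DAF would be less advanced in TAM 112 along their own change from 5 to 14 DAF. Of these DEGs, 49.6% were, which argues against a lag as the account of the DEG list as a whole. The share in simulated unchanged genes was 49.8%, a value set by how they were drawn, so it adds no evidence. Among the 1174 DEGs that changed in both cultivars, 54.3% were less advanced. For the rest of the 9417 DEGs such a change was not called, so the direction behind the 49.6% is less certain. Among the 409 rising genes of the 500 used for the components, 92.4% were lower in TAM 112 at 14 DAF. For these genes a lag and a cultivar difference cannot be told apart, because they were picked for a high variance, to which the cultivar difference adds, and the grains were compared at only 2 ages.

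In replicate 3 of TAM 111 at 5 DAF, 215 genes had at most 3 counts that were above 1 CPM in every other TAM 111 library. The other libraries include those of 14 DAF. By the same rule, 0 genes were missing only from replicate 1 of 5 DAF and 2 only from replicate 2. Lower depth of replicate 3 is argued against, since its total of 37264343 counts was the highest of its group. The same genes were low in replicate 3 of TAM 112 at 5 DAF, by a median of -4.29 (log2 CPM, against the mean of replicates 1 and 2), and 96.3% of them were below both other replicates there, against 35.2% of all tested genes. In turn, 138 genes were missing only from replicate 3 of TAM 112, 31 of them from replicate 3 of both. The set holds 9 of the 34 listed factors, and 21 factors were lowest in replicate 3 of both cultivars at 5 DAF. Younger grains, or less of 1 tissue, in the collections of replicate 3 may account for this, but while the genes were higher at 14 DAF in TAM 111 (medians of 3.96, 4.65 and 4.01 log2 CPM), in TAM 112 they were at 0.56, 0.03 and 2.84, against 1.87 and 2.31 in replicates 1 and 2 of 5 DAF. The genes were chosen to be above 1 CPM in TAM 111 at 14 DAF, with no such rule for TAM 112. That contrast of the cultivars is therefore partly built in. A preparation batch shared by the replicate 3 libraries of 5 DAF is as open, with a correlation of 0.528 between their deviations. These explanations cannot be told apart, because a replicate number would be shared by the collection and the preparation alike.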
